# Impaired thymic iNKT cell differentiation at early precursor stage in murine haploidentical bone marrow transplantation with GvHD

**DOI:** 10.3389/fimmu.2023.1203614

**Published:** 2023-08-03

**Authors:** Weijia Zhao, Yujia Wang, Xinwei Zhang, Jie Hao, Kunshan Zhang, Xiaojun Huang, Yingjun Chang, Hounan Wu, Rong Jin, Qing Ge

**Keywords:** invariant natural killer T cells, haploidentical bone marrow transplantation, thymus, NKT1 precursor, graft-versus host disease

## Abstract

**Introduction:**

Early recovery of donor-derived invariant natural killer T (iNKT) cells are associated with reduced risk of graft-versus-host disease (GvHD) and overall survival. Patients with severe GvHD, however, had much slower iNKT cell reconstitution relative to conventional T cells.

**Methods:**

To characterize the delay of iNKT cell reconstitution and explore its possible causes, we used a haploidentical bone marrow transplantation (haplo-BMT) mouse model with GvHD. We found the delayed recovery of thymic and peripheral iNKT cell numbers with markedly decreased thymic NKT1 subset in GvHD mice. The defective generation of thymic iNKT precursors with egress capability contributed to the reduced peripheral iNKT cells in GvHD mice. We further identified intermediate NK1.1^-^ NKT1 precursor subpopulations under steady-state conditions and found that the differentiation of these subpopulations was impaired in the thymi of GvHD mice. Detailed characterization of iNKT precursors and thymic microenvironment showed a close association of elevated TCR/co-stimulatory signaling provided by double positive thymocytes and macrophages with defective down-regulation of proliferation, metabolism, and NKT2 signature in iNKT precursor cells. Correspondingly, NKT2 but not NKT1 differentiation was favored in GvHD mice.

**Discussion:**

These data underline the important roles of TCR and co-stimulatory signaling in the differentiation of thymic iNKT subsets under transplantation conditions.

## Introduction

Invariant natural killer T (iNKT) cells are a subset of unconventional αβ T cells that express a semi-invariant T cell receptor (TCR), recognize glycolipid antigens presented on non-polymorphic MHC class Ib molecule CD1d, and regulate immune responses with both innate and adaptive characteristics (1). The important roles of iNKT cells are well appreciated in allogeneic hematopoietic stem cell transplantation (allo-HSCT) and combined bone marrow (BM) and organ transplantation. iNKT cells from recipients, donors, or third-party can reduce the risk of graft-versus-host disease (GvHD) while retaining the graft-versus-leukemia/lymphoma (GvL) effect (2–7). Human CD4^-^ NKT1 cells, CD4^+^ IL-4-producing iNKT cells, or murine CD4^+^ NKT2 cells are effective in this respect (8–10). In addition, the effector cytokines generated by thymic iNKT cells also contribute to the regulation of conventional T cell development and possibly reconstitution (1, 11, 12). Thus, early recovery of donor-derived iNKT cells and high iNKT/T ratios have been reported to be significantly associated with reduced non-relapse mortality and reduced risk of acute GvHD (3, 13–16). In patients with severe GvHD, however, the reconstitution of iNKT cells is a much slower process when compared to conventional T cells, irrespective of umbilical cord-derived or BM-derived donor transplantation (2, 16–19). When iNKT (human) subsets were analyzed, the recovery of CD4^-^ NKT1 cells was much slower than CD4^+^ iNKT cells, reaching a massive expansion 4-6 years post-HSCT in pediatric patients post-HSCT (16). The reasons for such a severe delay in NKT1 reconstitution remain unclear.

Thymus is the primary site of iNKT cell development. After positive selection by CD1d-expressing CD4^+^CD8^+^ double positive (DP) thymocytes, murine thymic Vα14i (Vα14-Jα18)-expressing cells quickly acquire iNKT progenitor cell fate (stage 0, ST0, or NKT0) and upregulate CD69, CD24, and transcription factor Egr2 (20, 21). Co-stimulatory signals from SLAM-SAP promote PLZF (*Zbtb16*) expression and signals from CD28 promote survival and proliferation of PLZF-expressing progenitors (20–23). The post-selected iNKT cells subsequently become functionally distinct effector subsets but their differentiation journey in the thymus is not completely understood (24, 25). CD44 and NK1.1 were used to define simplified developmental stages, including ST1 (CD24^-^CD44^-^), ST2 (CD24^-^CD44^+^NK1.1^-^), and ST3 (CD24^-^CD44^+^NK1.1^+^) (26–28). This model was substantially revised later by a combination of CCR7 and transcription factors (29, 30). Thus, CD24^+^ ST0 cells were followed by CD24^-^CCR7^+^PLZF^hi^ intermediate progenitor (NKTp) cells that can either emigrate to the periphery and mature on-site or give rise to 3 different CD44^hi^ effector iNKT subsets within the thymus, NKT1 (PLZF^lo^T-bet^+^), NKT2 (PLZF^hi^GATA3^+^), and NKT17 (PLZF^int^RORγt^+^). The developmental intermediate subsets between NKTp and these differentiated functional subsets were not fully defined. Recently, single-cell RNA sequencing (scRNA-seq) analysis, *in vitro* differentiation experiments, and an inducible Vα14i TCR rearrangement system suggest that thymic PLZF^hi^ NKTp and NKT2-like subsets represent developmental intermediate stages that contain precursors of NK1.1^+^ NKT1 as well as CD138^+^ NKT17 subsets (20, 21, 31–35). Three subpopulations were also defined within NK1.1^+^ NKT1 or ST3 cells based on their expression intensity of NK1.1 and Sca-1 (31). However, ST3 cells constitute more than 60% of thymic iNKT cells in C57BL/6 mice. The inclusion of this subset in scRNA-seq precludes a comprehensive analysis of NK1.1^-^CD24^-^ intermediate precursor cells. It has been shown that CD44^hi^NK1.1^-^ thymocytes could give rise to NK1.1^+^ iNKT cells 7 days after intrathymic injection while IL-4-producing iNKT cells that also fall within CD44^hi^NK1.1^-^ stage failed to become T-bet^+^ NKT1 cells (29, 36). Thus, an enrichment of ST2 and even ST1 cells and further identification of NKT1 precursor subpopulations within these stages are warranted.

To investigate the possible reasons for the severe delay of NKT1 reconstitution in BM transplantation (BMT) with GvHD, we combined flow cytometry and scRNA-seq analysis to characterize thymic and peripheral iNKT cells in a haploidentical BMT (haplo-BMT) mouse model. Thymic ST1 and ST2 iNKT cells were purified to examine the presence of NK1.1^-^ NKT1 precursors, whether and how they are affected by GvHD. We found reduced numbers of NKTp cells in the thymus and recent thymic iNKT emigrants in the periphery of GvHD mice, likely contributing to the delayed reconstitution of peripheral iNKT cell numbers after haplo-BMT. The mice with GvHD further showed impaired differentiation of the NKT1 effector subset at the early precursor stage, leading to a markedly decreased NKT1/NKT2 ratio in GvHD mice. The thymic microenvironment that contributes to NKT1 changes was explored.

## Results

### Impaired iNKT cell reconstitution in haplo-BMT mice with GvHD

To examine the reconstitution of iNKT cells in haplo-BMT with and without GvHD, CD3^+^ T cell-depleted BM cells (5x10 (6)) from C57BL/6 mice were adoptively transferred into lethally irradiated F1 (C57BL/6 x BALB/c) mice with or without 2x10 (6) B6-derived splenic cells (BM + Spl (GvHD) versus BM only) (**Figures S1A–C**), (**37**). At 9- and 13-week post-BMT, the cell numbers, frequencies of iNKT cells (TCRβ^+^PBS57:CD1d-tetramer (CD1d-tet)^+^), and iNKT/T ratios in the thymus, spleen, and liver were significantly lower in mice with GvHD than those with BM only (**Figures 1A**; **S1D**), agreeing well with the previous results of impaired iNKT cell reconstitution in allo-HSCT patients with GvHD (2, 16–19). Except for a slight decrease in Qa2 expression, the maturation of peripheral iNKT cells, measured by the expression of surface markers (CD44, NK1.1, Ly6C, Ly49C/I) and cytotoxicity-related molecules (CD107a, Granzyme B), production of cytokines (IL-4 and IFN-γ), exhibited no substantial differences between mice with and without GvHD (**Figures 1B–D**; **S1E, F**). Nrp1 is expressed in recent thymic iNKT emigrants but not mature iNKT cells (39). We found an increased relative percentage of Nrp1^int/hi^Qa2^-^ iNKT cells but a substantially decreased number of both Nrp1^int/hi^Qa2^-^ and Nrp1^int/lo^Qa2^+^ iNKT cells in the spleen and liver of GvHD mice (**Figures 1E, F**). The comparison of Ki67^+^ iNKT cells showed enhanced proliferation in the thymus but not the periphery of GvHD mice (**Figure 1G**). No difference was found in the levels of iNKT cell apoptosis/survival (AnnexinV^+^7-AAD^-^, AnnexinV^+^7-AAD^+^, or Bcl2^+^ cells) between the two groups (**Figure 1H**). As more than 95% of iNKT cells in mice with GvHD were of donor origin (CD45.1^+^) (**Figure S1G**), the reduced iNKT cells in the thymus and decreased recent thymic iNKT emigrants in the periphery suggest that *de novo* generation of thymic iNKT cells is impaired in GvHD mice.

**Figure 1:**
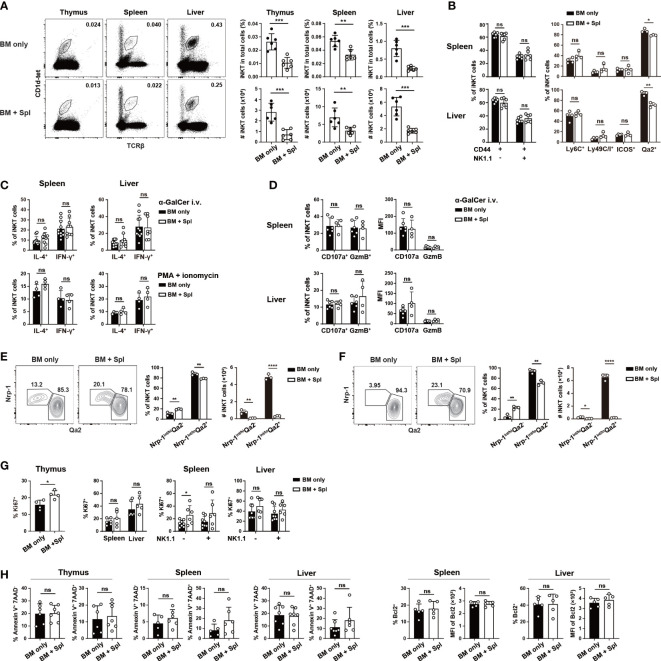
Haplo-BMT mice with GvHD had reduced thymic and peripheral iNKT cells. CD3^+^ T cell-depleted BM cells (5 x 10 (6)) from C57BL/6 mice were adoptively transferred into lethally irradiated F1 (C57BL/6 x BALB/c) mice. Some of the recipients were also injected with C57BL/6-derived 2 x 10 (6) splenic cells and were assigned as BM + Spl or GvHD. The recipients that did not receive splenic cells were assigned as BM only. All the recipients were analyzed at 9 weeks post haplo-BMT. **(A)** Flow cytometry analysis of iNKT cells (stained with PBS57-loaded CD1d tetramer (CD1d-tet) and TCRβ) in the thymus, spleen, and liver of Haplo-BMT mice with BM only and BM + Spl. The percentage (upper panels) and number (lower panels) of iNKT cells were calculated on the right. **(B)** Flow cytometry comparison of the expression of maturation markers (CD44, NK1.1, Ly6C, Ly49C/I, ICOS, Qa2) in iNKT cells in the spleen and liver. The percentages of CD44^+^NK1.1^-^, CD44^+^NK1.1^+^ cells, Ly6C^+^, Ly49C/I^+^, ICOS^+^, Qa2^+^ cells were compared. **(C, D)** Flow cytometry analysis of IFN-γ^+^, IL-4^+^ CD107a^+^, Granzyme B (GzmB)^+^ iNKT cells in the spleen and liver upon stimulation with α-GalCer *in vivo* or PMA/ionomycin *in vitro*. Two hours after intravenous injection of α-GalCer, the cells from the spleen and liver of haplo-BMT mice with BM only and BM + Spl were harvested (38), cultured in the presence of Brefeldin A (3 μg/ml) for 3 hours, and stained for intracellular cytokines and cytotoxicity-related molecules. The cells were also harvested from unchallenged mice and stimulated *in vitro* by PMA and ionomycin for 4 hours, and stained for intracellular cytokines. **(E, F)** Flow cytometry analysis of Nrp1^+^Qa2^int^, Nrp1^-^Qa2^hi^ iNKT cells obtained from the spleen **(E)** and liver **(F)**. **(G)** Flow cytometry analysis of Ki67^+^ iNKT cells obtained from the thymus, spleen, and liver of haplo-BMT mice with BM only or BM + Spl. **(H)** Flow cytometry analysis of Annexin V^+^7-AAD^-^, Annexin V^+^7-AAD^+^ and Bcl2^+^ iNKT cells in the thymus, spleen, and liver of haplo-BMT mice with BM only or BM + Spl. Data are representative of at least 3 independent experiments. Student’s t test was used for statistical analysis. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, ns, not significant.

### Impaired thymic NKTp and NKT1 development in haplo-BMT mice with GvHD

To determine the underlying cause of iNKT cell defects in the thymus, we first examined which iNKT cell stage or effector subset is affected. Compared to BMT mice with BM only, those with GvHD showed a marked loss of ST2/ST3 cells and a relative accumulation of ST0/ST1 cells (**Figures 2A**; **S1H**). We further observed a significant decrease in the cell number of the thymic NKTp subset (CCR7^+^ or S1P1^+^ cells) at various stages (**Figure 2B**), agreeing well with the reduced Nrp1^+^ thymic iNKT emigrants in the periphery of GvHD mice. We also stained the cells with antibodies specific for transcription factors and surface markers related to iNKT effector subsets. Consistent with ST3 cell reduction, the mice with GvHD had a marked reduction of PLZF^lo^RORγt^-^ or PLZF^lo^T-bet^+^ NKT1 cells (**Figures 2C, D**). The percentages of PLZF^hi^RORγt^-^ or PLZF^hi^GATA3^+^ NKT2 cells were increased while the cell numbers were similar in GvHD mice relative to the controls, leading to a substantial decrease in the ratio of NKT1/NKT2 cells, in particular at 13-week after haplo-BMT (**Figures 2C–E**). No significant difference was found in PLZF^int^RORγt^+^ NKT17 cells in GvHD mice (**Figure 2C**). The expression of surface markers of NKT2 (CD4, IL-17RB) and NKT1 (CD122, CXCR3) cells showed a similar pattern of changes in GvHD mice (**Figure 2F**). Together, these results indicate a profound impairment of NKTp and NKT1 generation in the thymus of haplo-BMT mice with GvHD.

**Figure 2:**
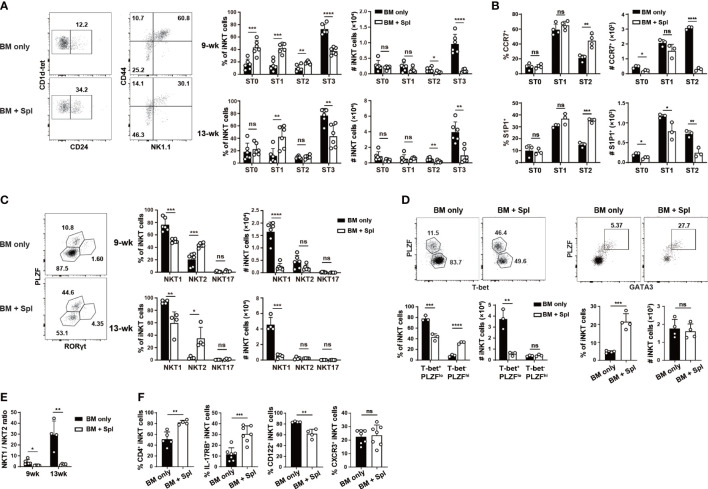
Haplo-BMT mice with GvHD had reduced NKT1 cells in the thymus. **(A)** Flow cytometry analysis of thymic iNKT cells at various stages in mice with BM only and those with BM + Spl at 9 weeks after haplo-BMT. ST0, CD24^+^CD44^lo^, ST1, CD24^-^CD44^lo^, ST2, CD44^hi^NK1.1^-^, ST3, CD44^hi^NK1.1^+^. **(B)** Flow cytometry comparison of emigration-related molecules CCR7 and S1P1 in iNKT cells at various stages 9 weeks after haplo-BMT. **(C)** Flow cytometry analysis of thymic effector iNKT subsets in haplo-BMT mice after 9 and 13 weeks of transplantation. NKT2 subset, PLZF^hi^RORγt^-^, NKT17 subset, PLZF^int^RORγt^+^, NKT1 subset, PLZF^lo^RORγt^-^. **(D)** Flow cytometry analysis of thymic iNKT subsets at 9 weeks post BMT. Left panel, T-bet^+^PLZF^lo^ as NKT1 subset and T-bet^-^PLZF^hi^ as a mixture of NKT2 and NKT17 subsets. Right panel, GATA3^+^PLZF^hi^ as NKT2 cells. **(E)** Comparison of thymic NKT1/NKT2 ratios between the groups of BM only and BM + Spl at 9 and 13 weeks post BMT. **(F)** Flow cytometry analysis of the percentages of CD4^+^, IL-17RB^+^, CD122^+^, and CXCR3^+^ iNKT cells in the thymi at 9 weeks after haplo-BMT. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, ns, not significant.

### Identification of NK1.1^-^ NKT1 precursors in the thymus of C57BL/6 mice

Thymic NKT1 cells have been reported to derive from NKTp and NKT2-like cells at developmental stages of ST1 and ST2. The intermediate NKT1 precursors, however, were more clearly defined within ST3 cells (31). As GvHD thymi showed a substantial decrease in NKT1/ST3 cells but not NKT2 and NKT17 cells, we determined to define early NKT1 precursors at ST1 or ST2 and investigate whether these precursors were affected in GvHD mice. 

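Thymic iNKT cells of 8 C57BL/6 mice without BMT, 8 weeks old by the paper and 7 weeks old by the sample labels, were captured as 1 droplet scRNA-seq library, so no value from it has a replicate check. Cells had been depleted of CD8+ cells and sorted as TCRβ+CD1d-tet+CD24−NK1.1− cells, where the CD1d tetramer is the reagent bound by the invariant T cell receptor. The authors deposited the unique molecular identifiers (UMIs, each standing for 1 captured transcript) counted by Cell Ranger per gene and cell, without normalization. The library held 60600408 UMIs in 4613 cells, with a median of 11885 UMIs, 3015 genes and 6.52% mitochondrial UMIs per cell. It was filtered and clustered together with the libraries of the BMT mice, following the settings of the supplementary methods, and 17 clusters were obtained. Clusters were named from marker genes fixed before the data were examined, while the scoring rule that turned markers into names was set after the leading genes of the clusters had been seen. By this rule 8 clusters were named NKT1-like, NKT2-like, NKT17-like, cycling-like or interferon-like, and 9 stayed unnamed, with 11.0% of the C57BL/6 cells in them. Expression is given as CPM, the count scaled for depth: the UMIs of all cells of a class were summed per gene and set against the sum over the 30406 gene identifiers that the 3 libraries share. Ranges in parentheses are 95% intervals, exact Poisson for CPM and Clopper-Pearson for shares of cells, and cover counting error only.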

We first explored NKT1 precursors in post-selected TCRβ^+^CD1d-tet^+^CD24^-^NK1.1^-^ iNKT cells (ST1 and ST2) in C57BL/6 mice without BMT by scRNA-seq (**Figure 3A**). A total of 4491 cells passed the quality control and 13 clusters were identified by unsupervised clustering analysis based on top 20 principal components (**Figures 3B**; **S2A, B**). 

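In the deposited counts of the C57BL/6 library, 4434 cells had over 200 and under 6000 genes and under 10% mitochondrial UMIs. Another 179 cells failed, 161 of them on mitochondrial UMIs, 18 on the upper and 36 on the lower limit of genes, some on more than 1 criterion. Among the passing cells 28.8% (27.5 to 30.2) fell into the NKT2-like cluster 0 and 20.3% (19.1 to 21.5) into the NKT1-like cluster 1. With another 1.06% in cluster 13, the NKT1-like class held 21.4% (20.2 to 22.6), or 948 cells. The number of clusters depended most on the resolution, with 13 clusters over the 3 libraries at resolution 0.3 and 24 at resolution 1.2.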

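The gene Cd24a (ENSMUSG00000047139, chromosome 10 from 43578284 to 43584265) encodes the CD24 surface protein used to exclude immature cells. Positions of genes are those of GENCODE vM21 on GRCm38, the build also called mm10. In the C57BL/6 library 23 Cd24a UMIs lay in 7 of the 114 cells of cycling-like cluster 12, a level of 7.60 CPM (4.82 to 11.4). Unnamed cluster 8 held 3 UMIs in 3 of its 115 cells, or 2.58 CPM (0.531 to 7.53). Over the 3 libraries Itm2a, Sox4, Cd8a and Cd8b1 were among its leading genes, but its C57BL/6 cells held only 2 UMIs of Cd8a, or 1.72 CPM (0.208 to 6.20), beside 323 CPM (291 to 357) of Zbtb16. NKT2-like cells held 2 UMIs and the 948 NKT1-like cells held 0, which allows at most 0.586 CPM there by the Poisson limit.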

In line with the enrichment of CD24^-^ iNKT cells, the transcript of *Cd24a* was only found in a few scattered cells in cluster C12 and cycling cluster C11 (**Figures S2C, D**). 

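Cluster 8 stayed unnamed because a list of genes of CD4+CD8+ thymocytes scored highest in its cells of all 3 libraries together, and it made up 2.59% (2.15 to 3.11) of the C57BL/6 cells. Its 115 cells were compared with the NKT2-like cells. Sox4 (ENSMUSG00000076431, chromosome 13 from 28948919 to 28953713) reached 332 CPM (300 to 367) in cluster 8 against 64.7 (61.1 to 68.4) in NKT2-like cells, although this gene is among those that define the cluster. Egr1 (ENSMUSG00000038418, chromosome 18 from 34859823 to 34864984) was at 169 CPM (146 to 195) against 76.7 (72.8 to 80.7), and the small low-UMI cluster 10 held more, at 207 CPM (164 to 258). Ldhb was at 127 CPM (107 to 149) against 41.2 (38.3 to 44.2). For Uqcrq the level in cluster 8, 353.7 CPM (320 to 390), lay within counting error of that in NKT2-like cells at 342.7 (334 to 351), and cycling-like cells were above both at 541.5 CPM (531 to 552). Ccr7 was at 100.4 CPM (83.1 to 120) in cluster 8.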

The cells in cluster C12 were assigned as NKT0 as they displayed enriched expression of genes associated with post-selected ST0 cells, including lymphocyte activation (*Egr1, Sox4*), metabolism (*Ldhb, Uqcrq*), and trafficking (*Ccr7*) (**Figure 3C**) (40–42). High activity of transcription factors Yy1 and Sox4 (30, 40–44) were also found in C12 by transcription factor regulatory network analysis (**Figure 3D**). 

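Of the genes Zbtb16, Gata3, Pdcd1, Tox, Id3, Il4, Il17rb and Izumo1r, none had served as a marker for naming the classes, whereas Slamf6 had. All 8 were higher in the 1277 NKT2-like than in the 948 NKT1-like C57BL/6 cells, with a median log2 ratio of CPM of 2.24 (2.07 to 2.44). That median exceeded those of all 10000 random lists of as many genes matched on mean expression, a description of this library and not a test. Zbtb16 (ENSMUSG00000066687, chromosome 9 from 48654297 to 48836222), which encodes PLZF, was at 426 CPM in NKT2-like and 86.2 CPM in NKT1-like cells, a log2 ratio of 2.30 (2.18 to 2.43). The largest ratio was that of Pdcd1, at 3.13 (2.86 to 3.42), and the smallest that of Gata3, at 0.53 (0.43 to 0.64), where the levels were 198 and 137 CPM. Id3 rose from 66.7 to 541 CPM, Il17rb from 17.8 to 123 and Il4 from 11.3 to 51.2. Il17rb, Il4 and Zbtb16 were among the 10 leading genes of cluster 0, so the cells were clustered again without the reported genes, their signature lists and the T cell receptor segments. The NKT1-like class of that clustering is broader, since it takes in a cluster of which 638 cells of the 3 libraries had been interferon-like, 205 NKT2-like and 143 NKT1-like. The median ratio was then 1.34 (1.24 to 1.40), with the 8 genes still higher in NKT2-like cells and Izumo1r lowest at 0.23. It moved most, to 1.25 (1.08 to 1.36), when each thinned cell was assigned on its own by its marker UMIs. The marker Slamf6 was at 198 CPM in NKT2-like cells, 134 CPM in interferon-like cells and 397 CPM (361 to 435) in cluster 8.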

The cells in clusters C0, C1, C6, and C9 were categorized as NKT2 or NKT2-like cells as they displayed NKT2 signature with cluster C0 having the highest level of NKT2 related genes (*Zbtb16, Gata3, Pdcd1, Tox, Id3, Il4 Il17rb, Slamf6*, and *Izumol1r*) and highest activity of transcription factors *Gata3* and *Myb* (**Figures 3C, D**). We also assigned the clusters C2, C3, and C4 as NKT1 for their high expression of NKT1 signature (*Tbx21, Cxcr3, Xcl1, Il2rb, Slamf7*, killer cell lectin type receptors, cytotoxicity-related genes) and high activity of transcription factors *Tbx21* and *Stat4* (**Figures 3C, D**). Among these three clusters, C2 showed the highest expression of NKT1 markers as well as cell retention marker *Cd69*, suggesting that C2 cells are more closely related to NK1.1^+^CD69^+^ mature NKT1 cells.

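The NKT1 genes Tbx21, Cxcr3, Xcl1, Il2rb, Slamf7, Gzmb, Gzma, Nkg7, Stat4 and Ifng had not been used to name the classes either. All 10 were higher in NKT1-like than in NKT2-like C57BL/6 cells, with a median log2 ratio of 5.82 (5.60 to 5.98). Tbx21 (ENSMUSG00000001444, chromosome 11 from 97098071 to 97115331), which encodes T-bet, was at 77.2 CPM against 9.26 CPM, a ratio of 3.06 (2.81 to 3.32). The range ran from 2.54 (2.45 to 2.63) for Il2rb, at 502 against 86.5 CPM, to 7.55 (6.92 to 8.27) for Xcl1, at 197 against 1.05 CPM. Among the cytotoxicity genes Nkg7 reached 1011 CPM against 23.0 and Gzmb 275 CPM against 2.05. Gzmb and Gzma belong to families of similar genes, between which the counting could have split UMIs. Stat4 held 428 UMIs, or 68.0 CPM, against 11 UMIs, or 0.578 CPM. Gzma was among the 10 leading genes of cluster 1, and Xcl1, Ifng and Gzmb were among those of cluster 13. In the clustering made without the reported genes all 10 stayed higher, with a median of 5.27 (5.02 to 5.46) and levels of Nkg7 of 716 CPM in NKT1-like against 24.8 CPM in NKT2-like cells.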

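Cd69 (ENSMUSG00000030156, chromosome 6 from 129267325 to 129275436) was at 86.8 CPM (79.4 to 94.7) in the 901 C57BL/6 cells of NKT1-like cluster 1, the highest level among the 8 named clusters. The other NKT1-like cluster, number 13, held 14 UMIs in 47 cells, or 30.6 CPM (16.7 to 51.4), and interferon-like cells were at 31.5 CPM (26.5 to 37.1). NKT17-like cells were at 19.4, NKT2-like cells at 17.0 and cycling-like cells at 10.7 CPM. Unnamed cluster 8 held 57.5 CPM (44.6 to 73.1). Of the 10 NKT1 genes Tbx21, Cxcr3, Xcl1, Il2rb, Slamf7, Gzmb, Gzma, Nkg7, Stat4 and Ifng, the last 6 were higher in cluster 1 than in cluster 13 with intervals apart, as for Slamf7 at 154 CPM (144 to 164.5) against 76.5 (53.3 to 106.5). The intervals overlapped for Cxcr3, for Il2rb, at 502.5 CPM (484.5 to 521) and 500.8 CPM (438 to 570.1), and for Tbx21, at 74.8 CPM (68.0 to 82.2) and 107 CPM (79.3 to 142). Xcl1 alone was higher in cluster 13, at 278 CPM (231.5 to 330.5) against 191 (180 to 203).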

**Figure 3:**
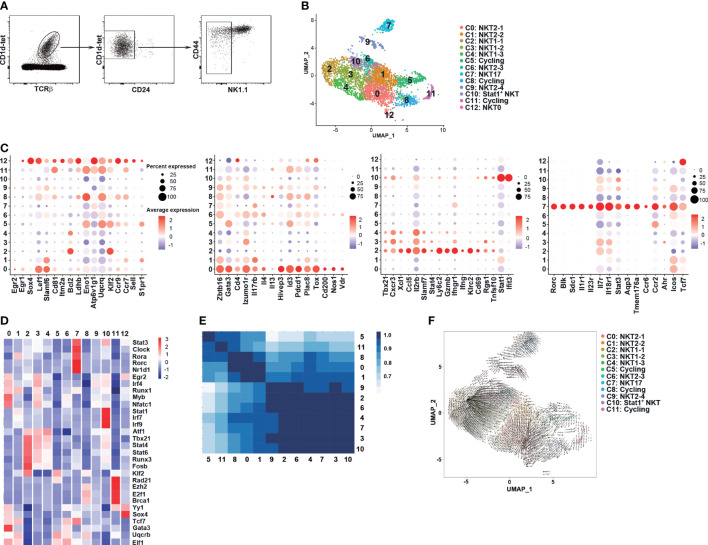
scRNA-seq identified NK1.1^-^ NKT1 precursor clusters in C57BL/6 thymi at steady state. **(A)** CD1d-tet^+^TCRβ^+^CD24^-^NK1.1^-^ thymocytes were sorted from the thymus of 8-week old C57BL/6 mice (n = 8) and were sent for scRNA-seq. **(B)** UMAP visualization of iNKT cell clusters. **(C)** Dot plots showing the expression of selected gens (x axis) by cluster (y axis). The Dot size represents the fraction of cells in the cluster that express the gene; color indicates the mean expression (logTPX) in expressing cells relative to other clusters. **(D)** Heatmap of cell type specific TFs in each cluster, with mean AUC scores being shown. **(E)** Calculation of Pearson correlation between clusters. **(F)** RNA velocities are visualized on the pre-defined UMAP plot from Seurat coordinates of clusters C0-11. The averaged gene expression profiles of cells within a neighborhood are represented by arrows. The speed of development is represented by length of arrow.

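Among the C57BL/6 cells, 913 (20.6%, 19.4 to 21.8) lay in the cycling-like clusters 6, 7 and 12, led by DNA replication, mitosis and histone genes respectively. The NKT17-like cluster 4 held 302 cells (6.81%, 6.09 to 7.59), and its leading genes included Il1r1, Il23r and Blk. The interferon-like cluster 2 held 507 cells (11.4%, 10.5 to 12.4), with Ifit3, Ifit1 and Rsad2 in front, and genes outside the interferon response, such as Arl4d, Zfp683, Samd3 and Klra3, were also among its leading 10.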

Based on the published signature genes of various iNKT subsets (31–33) and transcription factor regulatory network analysis, other clusters were classified as cycling clusters (C5, C8, and C11), NKT17 (C7), and Stat1^+^ NKT (**Figures 3C, D**; **S2C, D**). Notably, relatively high levels of *Gata3, Id3, Pdcd1*, and *Il13* transcription were found in cycling cell clusters (**Figure 3C**), supporting the previous finding of high proliferation capacity in NKT2 cells (45). 

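In cycling-like C57BL/6 cells Gata3 was at 171 CPM (166 to 177), between the levels of the NKT1-like and the NKT2-like class. Id3 reached 482 CPM (472 to 492) and Pdcd1 115 CPM (110 to 120), both closer to the NKT2-like than to the NKT1-like level. Il13 (ENSMUSG00000020383, chromosome 11 from 53631324 to 53634702) was at 55.4 CPM (52.2 to 58.8) in cycling-like cells, above the 36.1 CPM (33.4 to 38.9) of NKT2-like cells, while NKT1-like cells held 4 UMIs, or 0.635 CPM (0.173 to 1.63).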

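In the 507 interferon-like C57BL/6 cells Tbx21 was at 51.7 CPM (45.3 to 58.8) and Il2rb at 230 CPM (217 to 245), both between the NKT2-like and the NKT1-like level. Cxcr3 (ENSMUSG00000050232, chromosome X from 101731535 to 101734269) was at 177 CPM (165 to 189), against 203 CPM in NKT1-like and 33.8 CPM in NKT2-like cells. Gata3 at 162 CPM (150 to 174) lay between both classes. Izumo1r, at 662 CPM (639 to 686), exceeded the 473 CPM (463 to 483) of NKT2-like and the 221 CPM (209 to 233) of NKT1-like cells. These cells also held 153 CPM of Id3 and 55.5 CPM of Pdcd1, more than NKT1-like and less than NKT2-like cells.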

The Stat1^+^ NKT cluster showed differential expression of NKT1 (*Tbx21, Il2rb, Cxcr3*) and NKT2 (*Gata3*, *Izumo1r*) signature genes, and retention marker *Cd69* (**Figure 3C**), suggesting that this cluster may contain cells at the developmental intermediate stage that have lost some trafficking capability. 

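Ccr7 (ENSMUSG00000037944, chromosome 11 from 99144196 to 99155077) encodes a chemokine receptor. After cluster 8 its highest level among C57BL/6 clusters was in cycling-like cluster 12, at 86.6 CPM (76.4 to 97.7). The cycling-like class as a whole was at 75.5 CPM (71.8 to 79.4) and NKT2-like cells were at 71.0 CPM (67.3 to 74.9). NKT17-like cells held 23.0, interferon-like cells 13.0 and NKT1-like cells 2.22 CPM (1.22 to 3.73). S1pr1 (ENSMUSG00000045092, chromosome 3 from 115710433 to 115715072), a receptor used by cells leaving the thymus, was at 58.2 CPM (52.9 to 64.0) in cycling-like cluster 7 and 53.2 CPM (40.8 to 68.2) in cluster 8. The small unnamed clusters 3 and 5 held 68.2 CPM (52.0 to 87.8) and 54.3 CPM (43.6 to 66.8). NKT2-like cells were at 46.3 CPM (43.3 to 49.4), interferon-like cells at 28.8 (24.1 to 34.2) and NKT1-like cells at 18.4 (15.2 to 22.1). No separate cluster of NKT2-like cells with high Ccr7 was obtained, since the class consists of cluster 0 alone.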

We further found that C1, C12, cycling clusters, and to a lesser extent, C0, expressed NKTp marker *Ccr7* while C1, C5, and C12 showed a high level of *S1pr1*, suggesting that these clusters are enriched with NKTp cells.

We applied Pearson correlation to assess the similarities between clusters. As shown in **Figure 3E**, NKT2 clusters (C0 and C1) formed a distinct group and showed a high degree of similarity with cycling clusters (C5, C8, C11). 

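Pearson correlation was computed between the C57BL/6 clusters across 7716 genes with at least 500 UMIs, on log2 of CPM plus 1 after subtracting each gene's mean over clusters. It runs across genes, which are not independent replicates, and centring makes part of the values negative by construction. The NKT2-like cluster 0 correlated at 0.116 with cycling-like cluster 6 and at 0.0918 with cycling-like cluster 7, but at −0.208 with cycling-like cluster 12. The highest value for cluster 0 was 0.341, with unnamed cluster 8. With NKT1-like cluster 1 it correlated at −0.407. The cycling-like clusters were closest to each other, at 0.789 between 6 and 12, 0.638 between 7 and 12 and 0.630 between 6 and 7.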

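NKT1-like cluster 1 correlated at 0.614 with interferon-like cluster 2 and at 0.337 with NKT1-like cluster 13, its highest values among the named clusters. With NKT17-like cluster 4 it was at −0.096. Cycling-like cluster 6 was far from both cluster 1, at −0.713, and cluster 2, at −0.746. NKT2-like cluster 0 showed 0.0484 with interferon-like cluster 2 and 0.00531 with NKT17-like cluster 4, values above its correlation with cluster 1.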

NKT1 clusters (C2, C3, and C4), NKT2 clusters (C6, C9), NKT17 cluster (C7), and Stat1^+^ NKT cluster (C10) formed another group with a higher degree of similarity with cluster C1. We further performed RNA velocity analysis (**Figure 3F**) and found that clusters C2 and C0 represented well-differentiated NKT1 and NKT2 effector subpopulations, respectively. The NKT1 clusters (C3, C4), NKT2 clusters (C6, C9), and Stat1^+^ NKT cluster (C10) all had precursor cells for NKT1 cluster C2, suggesting that these clusters may represent distinct but intermediate precursor stages during NKT1 differentiation (**Figure 3F**). Notably, a small fraction of cells in NKT2 cluster C1 appeared to be precursors for C3, C6, and C10 while the rest of the cells had precursors for NKT2 cluster C0 (**Figure 3F**). Collectively, the scRNA-seq data suggest that C1 may be a critical *Ccr7* ^+^ NKTp cluster that can either emigrate from the thymus (*S1pr1*) or differentiate into NKT1 (C2) and NKT2 (C0) effector clusters within the thymus. C6, C9, C10, C3, and C4 may represent intermediate clusters gradually downregulating the NKT2 signature while upregulating the NKT1 signature.

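The class nearest to this description in the re-derived clusters is the interferon-like one, which held intermediate levels of Tbx21, Il2rb, Pdcd1 and Id3 between NKT2-like and NKT1-like cells. Il17rb fell from 123 CPM in NKT2-like to 75.7 CPM in interferon-like and 17.8 CPM in NKT1-like cells. From such graded expression, together with RNA velocity (which was not analysed here), the paper proposes that several clusters are intermediates on the way from a Ccr7+ precursor cluster to NKT1 cells, losing the NKT2 signature as the NKT1 signature rises.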

### Reduced NKT1 clusters with upregulated NKT2 signature and metabolism in the thymus of haplo-BMT mice with GVHD

We next analyzed scRNA-seq data of thymic CD24^-^NK1.1^-^ iNKT cells obtained from haplo-BMT mice with and without GvHD (**Figure 4A**). 

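The BMT data comprise 1 library of 12 mice given bone marrow only (BM only, without GvHD) and 1 library of 15 mice given bone marrow and splenic cells (BM + Spl, with GvHD), both taken 9 weeks after BMT. Recipients were lethally irradiated F1 mice of C57BL/6 and BALB/c parents, grafted with T cell-depleted C57BL/6 marrow. With 1 library per condition no difference has a replicate check, no test was run, and differences between the mice of a pool cannot be seen. The deposited UMI counts held 35041153 UMIs in 5986 cells for BM only and 43383960 UMIs in 5573 cells for BM + Spl. Median UMIs per cell were 4734 and 6485, median genes 1857.5 and 2264, and median mitochondrial UMIs 0.688% and 0.512%. The BM + Spl library is therefore the deeper one per cell. After the filter 5970 and 5557 cells were kept. The named classes held 4299 cells of BM only and 3149 of BM + Spl, and the unnamed clusters held 28.0% (26.9 to 29.2) and 43.3% (42.0 to 44.7). Shares are therefore given over all filtered cells and over the named classes. A log2 ratio always sets BM + Spl over BM only, and the interval of a ratio of shares is the Katz interval. T cell receptor V beta segments had UMIs in these libraries. A cell was assigned a segment when at least 80% of its V beta UMIs fell on it, and Trbv1, Trbv12-2, Trbv13-1, Trbv13-2, Trbv13-3 and Trbv29, the 6 segments of Figure 4E, were taken as those of iNKT cells, with Trbv12-2 and Trbv13-2 counted as a single segment.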

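NKT1-like cells made up 33.1% (31.9 to 34.3, 1974 cells) of the BM only and 11.0% (10.2 to 11.8, 609 cells) of the BM + Spl library, a log2 ratio of −1.59 (−1.71 to −1.47), or −0.480 on the log10 scale. Clustered without the reported genes, where the class takes in cells that had been interferon-like, the shares were 37.3% (36.1 to 38.6) and 15.2% (14.3 to 16.2), a log2 ratio of −1.30 (−1.40 to −1.20). The alternative that moved the ratio nearest to 0 assigned each thinned cell on its own and gave −0.70. Over the named classes alone, a denominator chosen after the unnamed share had been seen, the NKT1-like share was 45.9% (44.4 to 47.4) and 19.3% (18.0 to 20.8). Interferon-like cells, which held the intermediate expression of NKT1 and NKT2 genes, went from 9.33% (8.60 to 10.1) to 5.83% (5.23 to 6.48), a log2 ratio of −0.68 (−0.87 to −0.49). Over the named classes they went from 12.96% to 10.29%, a smaller fall with a log2 ratio of −0.33 (−0.52 to −0.15). Without the reported genes in the clustering their shares were 4.57% and 4.27%, and the ratio of −0.10 (−0.35 to 0.14) was within counting error. NKT17-like cells went from 8.36% to 5.54% of all filtered cells, a log2 ratio of −0.59 (−0.79 to −0.39). Over the named classes the NKT17-like ratio was −0.25 (−0.44 to −0.05).

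**Figure D1:**
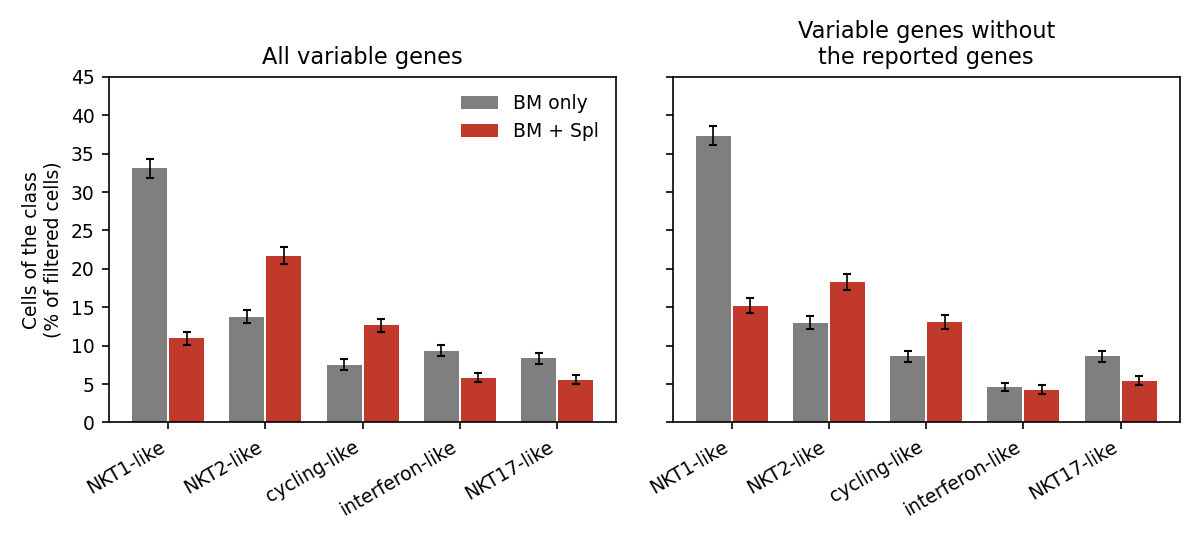
Percentage of filtered cells in each class (y axis) for BM only (grey bars) and BM + Spl (red bars), with 95% Clopper-Pearson intervals as error bars, from 1 library each. The left panel uses all variable genes and the right panel leaves out the reported genes, and in both the NKT1-like bar is lower in BM + Spl, at 11.0% against 33.1% on the left and 15.2% against 37.3% on the right.

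The cells of the NKT1-like class differed between the libraries in their V beta segments. Of the BM only NKT1-like cells with an assigned segment, 94.6% (93.4 to 95.6, 1549 of 1638 cells) carried a segment of iNKT cells, against 32.7% (28.6 to 37.1, 159 of 486) in BM + Spl. In NKT2-like cells the percentages were 95.9% (94.2 to 97.3) and 95.5% (94.1 to 96.7), and in interferon-like cells 90.5% (87.5 to 92.9) and 81.9% (76.7 to 86.3). Cycling-like cells were at 86.7% (82.9 to 89.9) and 88.2% (85.3 to 90.6). NKT17-like cells, which count among the named classes, were lower in BM only than the other named classes, at 61.3% (56.3 to 66.1), and were at 45.0% (38.85 to 51.3) in BM + Spl. The named classes together were at 89.8% (88.7 to 90.7) and 76.0% (74.3 to 77.6). NKT1-like cells of BM + Spl also held 183 CPM of Cd8a, against 16.4 CPM in BM only. Counting only cells with a segment of iNKT cells, a restriction chosen after these values were seen, the log2 ratio of the NKT1-like share was −2.78 (−3.01 to −2.56).

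**Figure D2:**
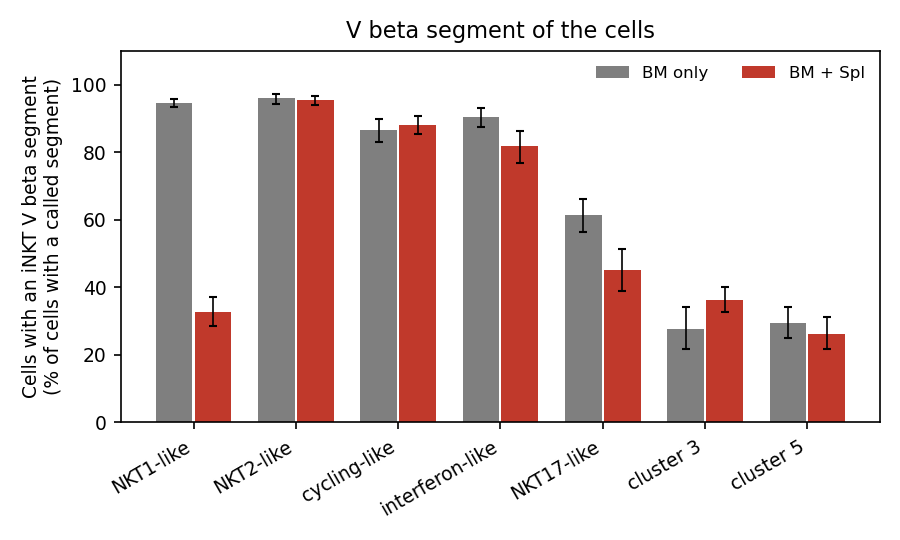
Percentage of cells with an assigned V beta segment that carry a segment of iNKT cells (y axis) in the 5 named classes and in unnamed clusters 3 and 5, for BM only (grey) and BM + Spl (red), with 95% Clopper-Pearson intervals as error bars. NKT2-like cells stay above 95% in both libraries, while NKT1-like cells are at 94.6% in BM only and 32.7% in BM + Spl, near the 27.7% and 36.2% of cluster 3.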

Compared to those with BM only, the mice with GvHD had markedly reduced proportions of cells in NKT1 cluster C2 and intermediate precursor clusters C3, C4, C6, C9 (**Figures 4A, B**). 

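NKT2-like cells rose from 13.8% (12.9 to 14.7, 821 cells) of the BM only to 21.7% (20.6 to 22.8, 1206 cells) of the BM + Spl library, a log2 ratio of 0.66 (0.54 to 0.77). Cycling-like cells rose from 7.50% (6.85 to 8.20) to 12.6% (11.8 to 13.5), a log2 ratio of 0.75 (0.59 to 0.91). When the variable genes left out those reported, the ratios were 0.49 (0.37 to 0.62) and 0.61 (0.45 to 0.76). Over the named classes, NKT2-like cells went from 19.1% to 38.3% and cycling-like cells from 10.4% to 22.3%, log2 ratios of 1.00 (0.89 to 1.11) and 1.10 (0.94 to 1.26). Without Harmony the NKT2-like ratio changed sign, to −3.34. Cluster 8, in which the genes Sox4, Ldhb and Ccr7 were high, rose from 2.53% (2.15 to 2.96, 151 cells) to 5.92% (5.31 to 6.57, 329 cells). Of its cells with an assigned V beta segment, 56.6% (47.0 to 65.9) in BM only and 43.4% (37.2 to 49.8) in BM + Spl carried a segment of iNKT cells. Cd8a was at 249 CPM (206 to 298) and 405 CPM (369 to 443) in these cells of cluster 8, and Zbtb16 at 54.4 CPM (35.6 to 79.8) and 19.1 CPM (12.0 to 28.9). The marker list of NKT0 cells did not lead in cluster 8 but in cluster 10, which stayed unnamed for its low UMIs. Cluster 10 went the other way, from 4.42% (3.92 to 4.98) of BM only to 2.27% (1.89 to 2.69) of BM + Spl cells. Its log2 ratio was −0.96 (−1.27 to −0.66). In C57BL/6 cells of cluster 10, Sox4, Ldhb, Uqcrq and Ccr7 were at 59.5, 18.1, 209.6 and 36.2 CPM. Cluster 8 held more of each, at 332, 127, 353.7 and 100.4 CPM, and less Egr1, at 169 against 207 CPM. By most of the genes that the paper names for NKT0 cells, cluster 10 therefore stands for them poorly. Many cells of cluster 8 carried other segments, so the direction for NKT0 cells stays open.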

The percentages of NKT2 (C0, C1), NKT0 (C12), and cycling clusters (C5, C8, C11), however, were increased in mice with GvHD. We also found that mice without GvHD had enrichment of TCR clonal expansion in NKT1 and their intermediate precursor clusters (clusters C2, C3, C4, and C6) while those with GvHD only had small or single-cell clones (**Figure 4C**). Accordingly, higher clonal diversity was found in mice without GvHD (**Figure 4D**). However, the comparison of TCR Vβ usage and CDR3 length of Vβ chain showed no difference between the two groups (**Figures 4E**, **S2E**).

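V beta usage was computed from the segment UMIs of the gene expression libraries, not from the enriched receptor libraries, which were not analysed here, and without selecting cells by their alpha chain. Among NKT2-like cells with an assigned segment (690 in BM only, 1026 in BM + Spl), 43.8% (40.0 to 47.6) and 43.1% (40.0 to 46.2) carried Trbv12-2 or Trbv13-2. Trbv29 was carried by 25.1% (21.9 to 28.5) and 25.2% (22.6 to 28.0), Trbv13-1 by 11.0% and 10.1%, Trbv1 by 10.6% and 9.65%, and Trbv13-3 by 5.51% (3.93 to 7.48) and 7.41% (5.88 to 9.18). Each of these pairs lies within counting error. Over the cells of all named classes that carry a segment of iNKT cells (3221 and 2013), Trbv12-2 or Trbv13-2 took 49.0% (47.3 to 50.7) in BM only and 43.4% (41.2 to 45.6) in BM + Spl, and Trbv29 18.9% (17.5 to 20.3) and 22.2% (20.4 to 24.0). Those differences exceed counting error, but the classes make up different parts of the libraries.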

**Figure 4:**
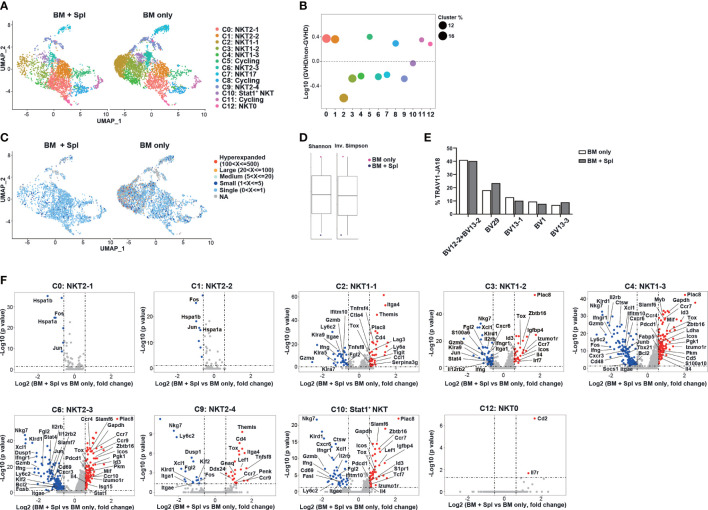
Haplo-BMT mice with GvHD had reduced thymic NKT1 precursor clusters with upregulated NKT2 signature. **(A)** UMAP visualization of scRNA-seq samples of thymic CD1d-tet^+^TCRβ^+^CD24^-^NK1.1^-^ iNKT cell clusters in haplo-BMT mice with BM only (n = 12) and BM + Spl (n = 15). **(B)** Comparison of iNKT cell cluster frequencies. The y axis shows Log10 of the ratio of the frequencies of the indicated clusters. The dot size represents the frequency of each cluster within its own sample. The x axis and dot color show indicated clusters. **(C)** UMAP plots of individual sc*Tcr*-seq samples with cells colored according to the size of their TCR clonotypes. **(D)** Comparison of the clonal diversity of sc*Tcr*-seq samples analyzed by Shannon diversity index (left) and Inversed Simpson index (right). **(E)** Comparison of the frequencies of TRBV usage in iNKT cells with TRAV11-JA18. A total of 1992 cells in BM only and 1505 cells in BM + Spl with TRAV11-JA18 were analyzed. **(F)** Volcano plots showing differentially expressed genes in various iNKT clusters obtained from the comparison of BM only and BM + Spleen samples. The dot lines show 1.5-fold cutoff.

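Levels of Zbtb16, Pdcd1, Izumo1r, Tox, Il4, Ccr7, Irf7, Tbx21, Gzmb, Nkg7, Stat4 and Xcl1 were compared within classes. In NKT1-like cells the NKT2 signature (Zbtb16, Pdcd1, Izumo1r, Tox, Il4) had a median log2 ratio of 0.34 (−0.09 to 0.72), with 3 genes up and 2 down, at percentile 95.94 of random matched lists. The NKT1 signature (Tbx21, Gzmb, Nkg7, Stat4, Xcl1) had a median of −0.63 (−0.67 to −0.46), with 3 genes down and 2 up, at percentile 0.29. Pdcd1 rose from 26.0 to 120 CPM, a log2 ratio of 2.21 (1.97 to 2.46), and Tox by 1.67 (1.44 to 1.90), whereas Zbtb16 was at −0.72 (−1.13 to −0.33) and Izumo1r at −0.59 (−0.83 to −0.35). Gzmb was at −1.53 (−1.67 to −1.39), Tbx21 at −0.65 (−0.84 to −0.45), Stat4 at 0.0097 (−0.16 to 0.18) and Xcl1 at 0.51 (0.45 to 0.58). Ccr7 rose from 3.71 to 44.2 CPM, a ratio of 3.57 (3.01 to 4.17), and Irf7 by 0.16 (−0.03 to 0.35), within counting error of 0. Most NKT1-like cells of BM + Spl carried V beta segments other than those of iNKT cells, so these values compare cells of different make-up. The NKT1 signature was at −0.79 (−0.90 to −0.54) among NKT1-like cells with Xist and no Y chromosome transcript, and at 0.31 (0.02 to 0.45) among the 399 and 89 cells with a Y chromosome transcript. Clustering without the reported genes turned all 10 signature genes the same way within their list, with medians of 1.25 (1.13 to 1.49) and −1.07 (−1.24 to −0.89), and 46.7% of the BM + Spl NKT1-like cells with an assigned segment then carried other segments. That class takes in a cluster of mostly interferon-like cells. In its largest cluster, with 1713 cells of BM only and 553 of BM + Spl, Zbtb16 was at −0.62 (−1.07 to −0.20), Izumo1r at −0.05 (−0.28 to 0.17) and Xcl1 at 0.03 (−0.06 to 0.11), with 3 NKT2 signature genes up and 2 down and 4 of the 5 NKT1 signature genes down, Stat4 within counting error at −0.08 (−0.27 to 0.10).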

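In interferon-like cells all 5 NKT2 signature genes were higher in BM + Spl, with a median log2 ratio of 1.09 (0.99 to 1.29), and all 5 NKT1 signature genes lower, with a median of −2.17 (−2.31 to −2.05). Zbtb16 rose there from 92.0 to 244 CPM, a ratio of 1.41 (1.18 to 1.65), and Ccr7 from 13.0 to 203 CPM, a ratio of 3.96 (3.45 to 4.52). The make-up of the interferon-like class also differed. Xist made up 49.2% of its Xist and Y chromosome UMIs in BM only and 20.1% in BM + Spl, and Cd8a was at 14.2 and 61.65 CPM. In the clustering without the reported genes, an intermediate cluster led by Klra3, Samd3, Arl4d, Zfp683 and Klrb1c held 427 cells of BM only and 268 of BM + Spl. This is the cluster of mostly interferon-like cells that the NKT1-like class of that clustering takes in, so its cells also count in the medians of that class. It was singled out after its values had been seen. Segments of iNKT cells were carried by 93.1% (90.1 to 95.5) and 95.05% (91.3 to 97.5) of its cells with an assigned segment. The NKT2 signature had a median of 1.14 (0.90 to 1.29) in it and the NKT1 signature one of −3.42 (−3.87 to −2.78), with all 5 genes up and all 5 down. Irf7 rose there by 1.18. Nkg7 (ENSMUSG00000004612, chromosome 7 from 43437073 to 43438249) went from 1311 to 220 CPM in this cluster. RNA from other cells bounds such values, since NKT2-like cells of the same clustering held 150 CPM of Nkg7 in BM only and 23.5 CPM in BM + Spl.

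**Figure D3:**
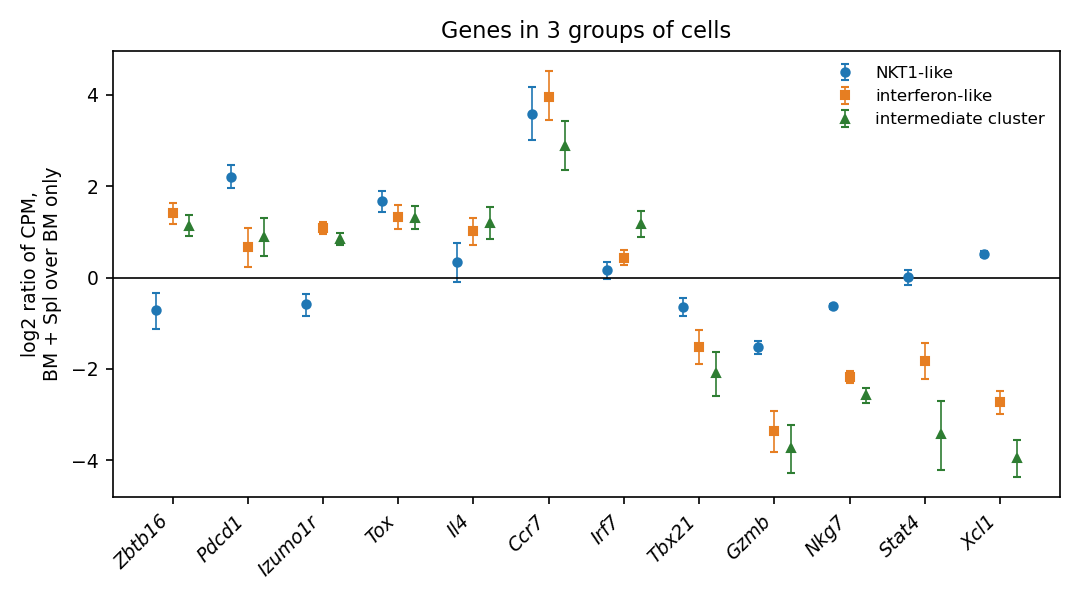
Log2 ratio of CPM, BM + Spl over BM only (y axis), of 12 genes (x axis) in NKT1-like cells (blue circles), interferon-like cells (orange squares) and the intermediate cluster of the clustering without the reported genes (green triangles), with 95% counting intervals as bars. Zbtb16 and Izumo1r lie below 0 in NKT1-like cells, at −0.72 and −0.59, and above 0 in the other groups of cells, and Xcl1 lies above 0, at 0.51, in NKT1-like cells alone.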

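Among genes with at least 200 UMIs in the NKT1-like cells of both libraries together, the largest rises in NKT1-like cells were those of Ccl1, Penk, Gzmc, Nrgn and Rgs16, with log2 ratios from 5.90 to 10.58. Those of Ccl1, Penk and Gzmc rested on few cells, since 82.1% of the 5500 Ccl1 UMIs of BM + Spl, 85.9% of its 538 Penk UMIs and 88.6% of its 4459 Gzmc UMIs lay in 10 of 609 cells. Nrgn and Rgs16 were spread more widely, with 42.5% and 43.1% of their UMIs in 10 cells and UMIs in 89 and 108 cells. Among cells with a V beta segment of iNKT cells Gzmc went the other way, at −1.24. The largest falls were those of Gm4208, Cfap77, Klra7, Agrp and Gm10260. Gm4208 went from 696 UMIs to 0, so that it fell by at least 6.24 on the log2 scale, and Cfap77 was at −5.32 (−5.83 to −4.86). Over all cells Gm2663, Akr1c18, Ccl1, Lgals7 and Ccdc184 rose most, from 2.80 to 5.44, and Gm4208, Klra5, Kcnj8, Klra9 and Styk1 fell most, from −5.11 to −4.30. Genes of the Klra and granzyme families are near-identical to relatives, between which UMIs could have been split. From the changes in Figure 4F and the lower cluster frequencies, the paper concludes that NKT1 precursor clusters are reduced in GvHD, with upregulated NKT2 signature.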

We further compared the transcriptome of each cluster and found that NKT1 and precursor clusters (C2, C3, C4, C6, C9, C10) in GvHD thymi had upregulation of NKT2-signature genes (*Zbtb16, Pdcd1, Izumo1r, Tox, Il4*), chemokine receptor (*Ccr7*), interferon-responsive genes (*Irf7, Stat1*), and down-regulation of NKT1 signature genes (*Tbx21*, *Gzmb, Nkg7, Stat4, Xcl1*) (**Figure 4F**). Increased expression of genes related to glucose metabolisms (*Pkm, Pgk1*) was also observed in NKT1 precursor clusters C4 and C6 in GvHD mice. 

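Pkm (ENSMUSG00000032294, chromosome 9 from 59656368 to 59679375) and Pgk1 (ENSMUSG00000062070, chromosome X from 106187100 to 106203699) encode glycolytic enzymes. In NKT1-like cells Pkm rose from 358 to 547 CPM, a log2 ratio of 0.61 (0.52 to 0.70), and Pgk1 from 168 to 239 CPM, a ratio of 0.51 (0.37 to 0.64). In interferon-like cells the ratios were 0.42 (0.29 to 0.55) and 0.48 (0.29 to 0.67), and in the intermediate cluster 0.37 (0.23 to 0.51) and 0.63 (0.43 to 0.82). A list of glycolysis genes was less clear. Its median over 14 genes was 0.24 (0.19 to 0.37) in NKT1-like cells, with 11 up and 3 down, at percentile 97.32 of random matched lists. It was 0.10 (0.03 to 0.25), at percentile 76.13, in the clustering without the reported genes, and 0.04 (−0.12 to 0.28) over 13 genes in the intermediate cluster. In the clustering without the reported genes, segments of iNKT cells were carried by 94.0% (92.8 to 95.0) of the NKT1-like cells of BM only with an assigned segment and by 53.3% (49.5 to 57.1) of those of BM + Spl. With all variable genes these percentages were 94.6% and 32.7%, so the ratios in NKT1-like cells compare cells of different make-up.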

GSEA analysis of clusters C3, C4, and C6 further showed that iNKT cells in GvHD mice had down-regulation of NK-mediated cytotoxicity, inflammatory response, and upregulation of oxidative phosphorylation, citric acid TCA cycle & respiratory electron transport, metabolism of amino acids & derivatives (**Figure S2F**).

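Median log2 ratios over gene lists were computed in NKT1-like cells, which in BM + Spl were mostly cells with V beta segments other than those of iNKT cells, and in interferon-like cells, where 81.9% of BM + Spl cells with an assigned segment carried those of iNKT cells. A list of 26 genes of NK cytotoxicity was at −0.41 (−0.48 to −0.31) in NKT1-like cells, with 20 down, and at −2.19 (−2.72 to −2.06) in interferon-like cells, with 24 of 25 down. Without the genes that name the clusters it was at −0.49 (−0.61 to −0.39) in NKT1-like cells. A list of 20 genes of the inflammatory response was at −0.20 (−0.26 to −0.16), with 15 down, and at −1.15 (−1.33 to −0.98). The Reactome set of respiratory electron transport was at 0.22 (0.20 to 0.26), with 57 of 64 genes up, and at 0.15 (0.08 to 0.17), with 49 up. The set of the TCA cycle together with respiratory electron transport was at 0.18 (0.16 to 0.22) over 115 genes and at 0.11 (0.08 to 0.15). A list of 20 genes of the TCA cycle alone was at 0.06 (−0.01 to 0.15) and 0.09 (−0.01 to 0.22), not distinguishable from 0 at this depth. Metabolism of amino acids and derivatives was at 0.20 (0.15 to 0.25), with 90 of 125 genes up, and at 0.11 (0.03 to 0.16). Of 10000 random matched lists, the share below these medians in NKT1-like cells was 0% for NK cytotoxicity, 0.20% for the inflammatory response, 99.99% for respiratory electron transport and 99.98% for amino acids.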

### Flow cytometric characterization of NK1.1^-^ NKT1 precursor subpopulations in mice with and without Haplo-BMT

To assess whether NKT1 precursor subpopulations within ST1 and ST2 could be identified by flow cytometry, we first analyzed scRNA-seq data (**Figure 3B**) again to create a pseudo-time ordering of iNKT cell transcriptomes. 

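In the C57BL/6 library Il17rb (ENSMUSG00000015966, chromosome 14 from 29996135 to 30008896) held 112 UMIs in NKT1-like and 2334 UMIs in NKT2-like cells, a log2 ratio of 2.79 (2.51 to 3.07). Among the 5 named classes both Il17rb and Gata3 were highest in NKT2-like and lowest in NKT1-like cells, but the other classes did not follow one order. Il17rb was at 104.5 CPM (94.3 to 115.5) in NKT17-like and 55.1 CPM (51.9 to 58.45) in cycling-like cells, whereas for Gata3 the intervals of these classes overlapped, at 156 CPM (144 to 170) and 171 CPM (166 to 177). Cxcr3 and Tbx21 were both highest in NKT1-like and next highest in interferon-like cells, and the ratio of Cxcr3 in NKT1-like over NKT2-like cells was 2.59 (2.45 to 2.72). Cycling-like cells, at 15.1 CPM (13.5 to 16.9) of Tbx21 and 23.9 CPM (21.8 to 26.2) of Cxcr3, were above NKT2-like cells in the former and below them in the latter. No pseudo-time ordering was computed here, so these are levels of classes and not of cells along a path.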

As shown in **Figure 5A**, *Il17rb* and *Cxcr3* were upregulated along with *Gata3* and *Tbx21*, respectively. The clusters at intermediate developmental stages, including C1, C6, C9, and C10 showed co-expression of *Il17rb* and *Cxcr3* (**Figure 5B**). 

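Shares of C57BL/6 cells with a UMI were compared after each cell had been thinned to 2700 UMIs, which left out 15 cells of the library. Both Il17rb and Cxcr3 were detected in 4.34% (2.74 to 6.50, 22 of 507) of interferon-like cells, against 2.00% (1.21 to 3.11) of NKT1-like, 1.72% (1.08 to 2.60) of NKT2-like, 0.993% (0.205 to 2.88) of NKT17-like and 0.658% (0.242 to 1.43) of cycling-like cells. Unnamed clusters 5, at 7.53% (3.82 to 13.1, 11 of 146), and 10, at 5.77% (1.21 to 15.95, 3 of 52), were above interferon-like cells with intervals that overlapped. If both genes were detected independently, 5.10% of interferon-like, 1.75% of NKT1-like and 1.84% of NKT2-like cells would show both. Counting cells with the gene whether or not the other was found, Il17rb was in 14.6% (11.6 to 18.0) of interferon-like, 28.35% (25.9 to 30.9) of NKT2-like and 4.22% (3.03 to 5.70) of NKT1-like cells. Cxcr3 was in 34.9% (30.8 to 39.2), 6.50% (5.21 to 7.99) and 41.6% (38.4 to 44.8). NKT1-like cells serve as the background for Il17rb and NKT2-like cells for Cxcr3. Before thinning, cells with both were 29.2% of interferon-like, 16.9% of NKT2-like, 12.8% of cycling-like, 7.29% of NKT17-like and 6.54% of NKT1-like cells, at median depths of 8254, 14280, 21230, 11260 and 6236 UMIs. Unnamed clusters 5 and 11 were then at 31.5% (24.1 to 39.7) and 30.0% (19.6 to 42.1), at 10990 and 14610 UMIs.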

We thus characterized CD24^-^NK1.1^-^ iNKT cells with different expression statuses of IL-17RB, CXCR3, and CD44. CD138^+^ NKT17 cells were excluded in the gating strategy and PLZF^hi^RORγt^-^ NKT2, PLZF^lo^T-bet^+^ NKT1, CD24^+^CD44^lo^ ST0, NK1.1^+^CD44^hi^ ST3 cells were used in the comparison (**Figures 5C, D**). Different from the mRNA expression data (**Figure 5B**), the flow cytometry analysis showed that 46.64 ± 6.56% and 26.40 ± 2.91% of the cells were IL-17RB^+^ and CXCR3^+^, respectively, while the cells with IL-17RB^+^CXCR3^+^ were only 11.06 ± 0.51% (**Figure 5C**). However, when including more molecules for phenotypic analysis, similarities were found between the subpopulations analyzed by flow cytometry and clusters by scRNA-seq. For instance, P2 (IL-17RB^+^CXCR3^-^CD44^lo/int^) subpopulation corresponded to clusters C0 and C1 in scRNA-seq, ST1 cells (46), or NKTp/NKT2 subsets as the cells in this subpopulation had TCR^hi^PLZF^hi^T-bet^lo^PD-1^hi^CCR7^hi^ phenotype, were larger in cell size with more proliferating cells and high level of glucose uptake (measured by 2-NBDG) (**Figures 5D, E**). By contrast, P4 (IL-17RB^-^CXCR3^+^CD44^hi^) subpopulation was very close to cluster C2 in scRNA-seq or NKT1 subset/ST3 as the cells in this subpopulation exhibited TCR^lo^PLZF^lo^T-bet^hi^CD122^hi^PD-1^lo^CCR7^lo^ phenotype and had smaller cell size, lower level of glucose uptake and proliferation. Compared to P2, P1 (IL-17RB^-^CXCR3^-^CD44^lo^, 4.99 ± 1.01%) subpopulation had a slightly lower level of PLZF, PD-1, CD44 expression, and less glucose uptake, implicating that P1 and P2 subpopulations may correspond to C1 and C0 in scRNA-seq analysis with a precursor-progeny relationship (**Figures 5D, E**). Compared to P4, P3 (IL-17RB^+^CXCR3^int^CD44^int/hi^) and P5 (IL-17RB^-^CXCR3^-^CD44^int/hi^ (P5, 8.92 ± 0.34%) subpopulations showed lower levels of T-bet, CD122, CD44, CD69, higher levels of TCR, PD-1, CCR7, and cell proliferation (**Figures 5D, E**). Thus, the cells in P3 and P5 may correspond to the intermediate precursor clusters such as C3, C4, C6, and C10 in scRNA-seq (**Figures 5C, D**).

**Figure 5:**
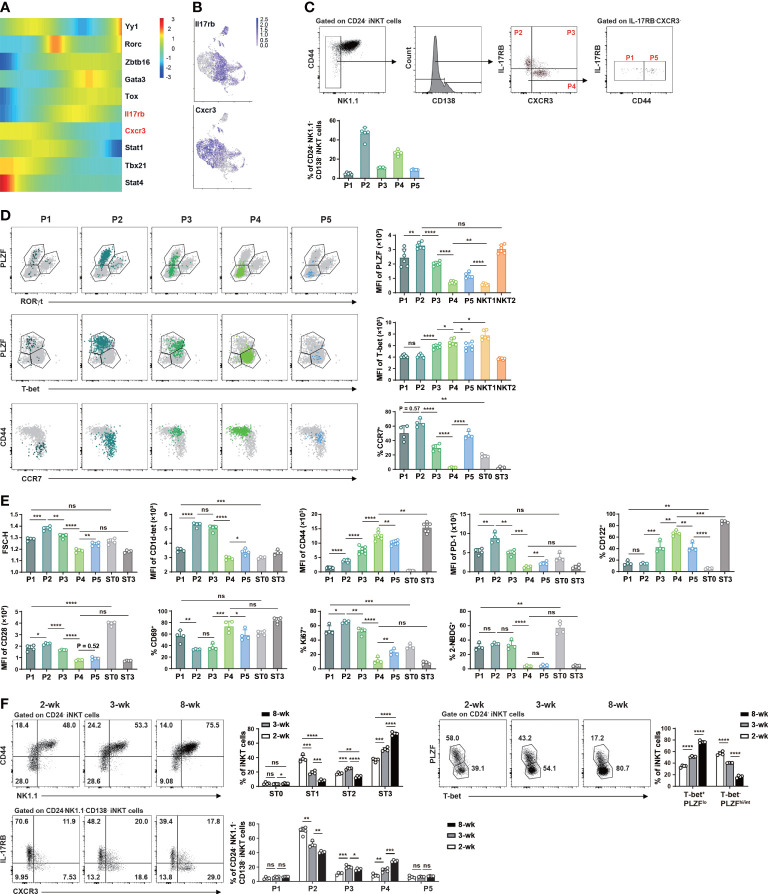
Flow cytometry identified NK1.1^-^ NKT1 precursor subpopulations in the thymus of C57BL/6 mice at steady state. **(A)** Heatmap showing differentially expressed genes related to various iNKT clusters across the pseudotime using Monocle2. Color key from blue to red indicates relative expression levels from low to high. **(B)** UMAP plots as in **Figure 3A** with color code displaying the expression of *Il17rb* and *Cxcr3* (gray for low and purple for high expression). **(C)** Gating strategies to identify subpopulations within CD24^-^NK1.1^-^CD138^-^ iNKT cells and comparison of the proportions of various subpopulations. P1, IL-17RB^-^CXCR3^-^CD44^lo^, P2, IL-17RB^+^CXCR3^-^CD44^lo/int^, P3, IL-17RB^+^CXCR4^+^CD44^int/hi^, P4, IL-17RB^-^CXCR3^+^CD44^hi^, P5, IL-17RB^-^CXCR3^-^CD44^int/hi^. **(D)** Flow cytometry comparison of the expression of transcription factors (PLZF, RORγt, T-bet) and surface molecules (CD44, CCR7) in these subpopulations. **(E)** Flow cytometry analysis of cell size, cell proliferation (Ki67), glucose uptake (2-NBDG), and expression of selected surface markers in iNKT subpopulations. **(F)** Flow cytometry analysis of the frequency changes of iNKT cells at various stages (upper left panel), in NKT1 (T-bet^+^PLZF^lo^)/non-NKT1 subsets (upper right panel), and in various NK1.1^-^ subpopulations (lower panel) in C57BL/6 mice of 2-, 3-, and 8-week old. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, ns, not significant.

As NKT2 cells are the main subset in the thymus of 3-week-old mice while NKT1 cells with ST3 phenotype appear much later (21, 31), we tested the evolvement of these precursor subpopulations with age. In 2-week-old thymi, around 60% of iNKT cells were T-bet^-^PLZF^hi/int^ (NKT2 and NKT17) and 40% were T-bet^+^PLZF^lo^ (NKT1) cells. In 8-week-old thymi, however, the percentages of T-bet^-^PLZF^hi/int^ were less than 20% while T-bet^+^PLZF^lo^ cells reached more than 70% (**Figure 5F**). Similar changes were found in ST1 and ST3 cells in adult mice (**Figure 5F**). The frequency of ST2 cells was first increased in mice at 3-week of age but then decreased with age. In line with the changes of effector iNKT subsets or ST1/ST3 cells, the prevalence of P2 cells showed a substantial decrease while that of P4 cells showed an enrichment as mice aged (**Figure 5F**). No major alterations were found in the relative proportions of P1 and P5 subpopulations while that of P3 showed a first increased then decreased trend with age (**Figure 5F**). Together, these data from C57BL/6 mice suggest that P3/P5 and P4 subpopulations within ST1/ST2 are enriched with intermediate precursors for NK1.1^+^ NKT1 cells.

In haplo-BMT mice with GvHD, we observed higher percentages of P1/P2 and substantially lower percentages of P4/P5 subpopulations relative to those with BM only (**Figure 6A**). No difference was found in the relative proportions of CD138^+^ NKT17 subset or P3 subpopulation between the two BMT groups (**Figure 6B**). Notably, the upregulation of T-bet in the few differentiated NKT1 cells (ST3) and their precursor subpopulations (P3, P4, P5) disappeared in GvHD mice (**Figure 6B**). A failure of CD69 upregulation was also observed in P4/P5 subpopulations in GvHD mice (**Figure 6B**). PLZF expression was down-regulated in P4/P5 subpopulations in mice with BM only but was much milder in those with GvHD (**Figure 2B**). We also found higher expression of CD28, PD-1, higher levels of cell proliferation and glucose uptake in P4 and/or P5 subpopulations in GvHD mice (**Figure 6B**). These results suggest that thymic iNKT cells in GvHD mice had impaired NKT1 differentiation at CD44^int/hi^NK1.1^-^ precursor stage with failure to efficiently down-regulate NKT2 signature and upregulate NKT1 signature.

**Figure 6:**
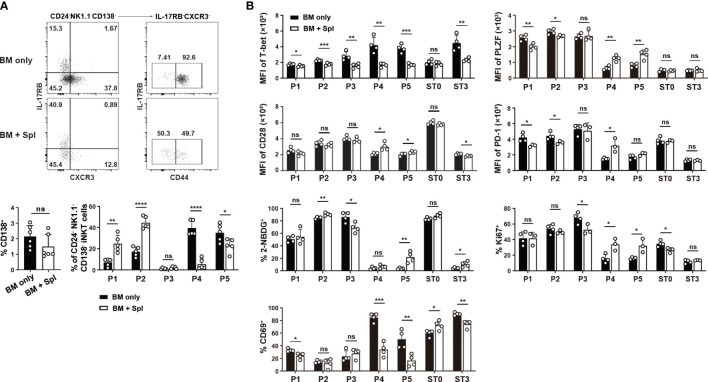
Flow cytometry characterization of reduced thymic NKT1 precursor subpopulations in haplo-BMT mice with GvHD. **(A)** Flow cytometry analysis of the frequencies of CD138^+^ NKT17 subset and P1 to P5 subpopulations. **(B)** Flow cytometry comparison of cell proliferation (Ki67), glucose uptake (2-NDBG), and selected transcription factors and surface molecules in various iNKT subpopulations. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, ns, not significant.

### Enhanced TCR and costimulatory signaling in iNKT cells with GvHD

The signals from TCR/CD1d, SLAM-SAP, and CD28/CD80/CD86 promote the upregulation of Egr2, PLZF, PD-1, and facilitate the expansion of iNKT cells (20–23, 36, 47). As thymic iNKT cells in GvHD mice also showed increased expression of Egr2 in ST2 and ST3 subsets that contain NKT1 and their precursors (**Figure 7A**), we assessed whether thymic microenvironment that provides TCR and costimulatory signals is altered in GvHD mice. DP thymocytes are critical for the positive selection of iNKT cells and maturation of CD44^hi^ NK1.1^-^ thymocytes (36, 48). Compared to the mice with BM only, those with GvHD showed similar levels of CD1d, SLAMF1, SLAMF6, and surface-bound CD80 (22) in DP thymocytes (**Figures 7B, C**). However, the levels of CD28 expression and surface-bound CD86 in DP thymocytes were significantly higher in GvHD than in BM-only groups (**Figures 7B, C**). Macrophages are the predominant cell type that provides TCR signaling required for NKT2 differentiation (49). We found an increased prevalence of macrophages with upregulated CD1d and CD80 expression in GvHD thymi (**Figure 7D**). These results suggest that GvHD mice have stronger TCR and co-stimulatory signaling in GvHD thymi that may be associated with the increased proliferation, glucose uptake, Egr2, PLZF and PD-1 expression in NK1.1^-^ NKT1 precursors or cells with ST2 phenotype.

**Figure 7:**
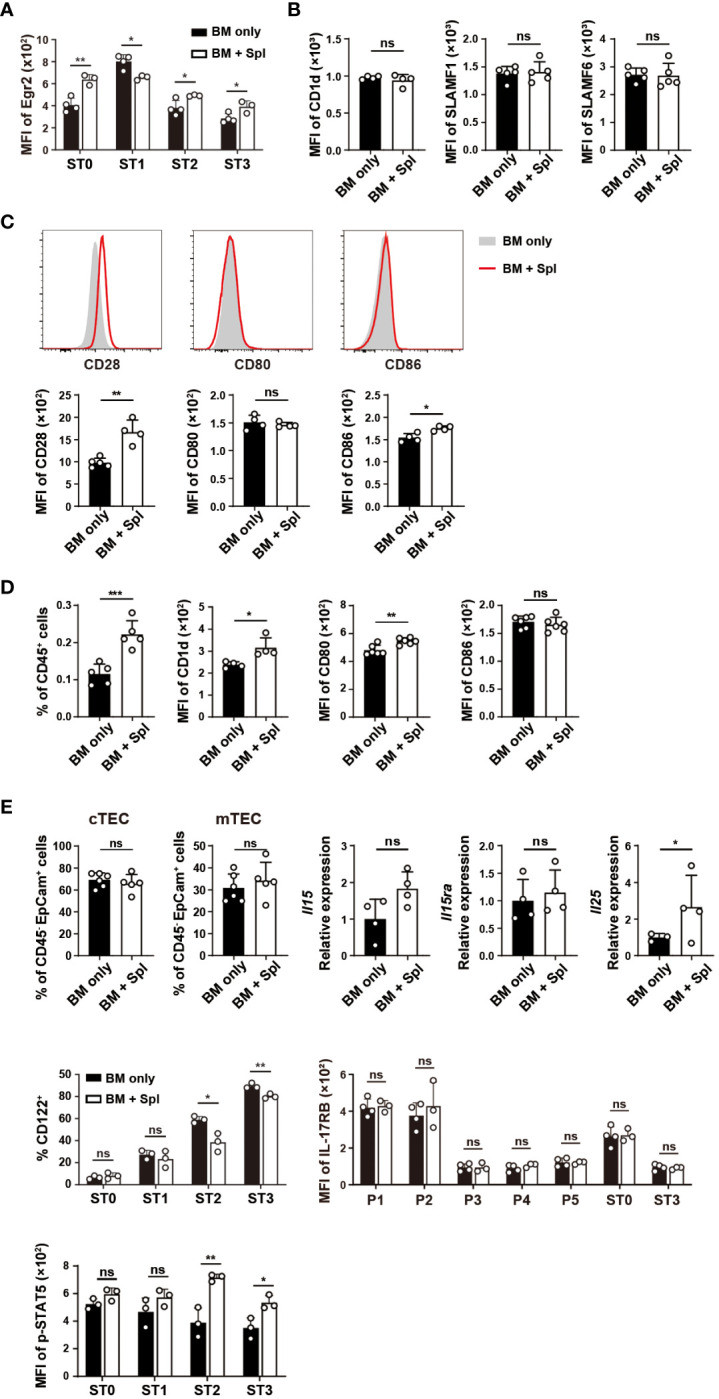
Haplo-BMT mice with GvHD had altered TCR and co-stimulatory signaling in DP thymocytes and macrophages. **(A)** Flow cytometry analysis of Egr2 expression in thymic iNKT cells at various stages. **(B)** Flow cytometry comparison of the expression of CD1d, SLAMF1, SLAMF6 in DP thymocytes. **(C)** Flow cytometry analysis of the levels of CD28 expression and surface-bound CD80 and CD86 in DP thymocytes. **(D)** Flow cytometry comparison of macrophage (CD45^+^CD11b^+^F4/80^+^) frequencies and their expression of CD1d, CD80, and CD86. **(E)** Flow cytometry analysis of the frequencies of cortical and medullary thymic epithelial cells (cTECs and mTECs), expression levels of CD122 (IL-2Rβ), IL-17RB (IL-25 receptor) and phosphorylated STAT5 in iNKT cells, and quantitative PCR analysis of *Il15*, *Il15ra*, and *Il25* transcription in the thymus. *P < 0.05, **P < 0.01, ***P < 0.001, ns, not significant.

Cytokines IL-15 and IL-25 provided by medullary thymic epithelial cells (mTECs) are critical for the differentiation of effector NKT1 and NKT2 cells, respectively (50). As shown in **Figure 7E**, the percentage of mTECs, the expressions of *Il15* and its transpresenting receptor *Il15ra* (51) were comparable between the two groups (**Figure 7E**). The expression of CD122, a component of the receptor for IL-15, was lower in ST2 and ST3 cells in GvHD mice relative to the mice with BM only (**Figure 7E**). The binding of IL-15 receptor to IL-15 leads to the phosphorylation of STAT5 (52). Significantly higher levels of phosphorylated STAT5 were found in ST2 and ST3 cells in GvHD mice (**Figure 7E**). We also determined the transcription of *Il25* in the thymus and found it higher in mice with GvHD. The expression of IL-25 receptor IL-17RB in iNKT cells was comparable between the two groups (**Figure 7E**). These results together suggest that the cytokine signaling for NKT1 and NKT2 differentiation was not impaired in GvHD thymi.

## Discussion

In patients with allo-HSCT, a fast and balanced NKT1 and NKT2 reconstitution is beneficial to reduce the risk of GvHD. GvHD, in turn, is associated with a delay of iNKT cell reconstitution with a more severe impairment of the NKT1 subset. Using the haplo-BMT mouse model, we found a marked reduction of thymic and peripheral iNKT cells with a specific loss of thymic NKT1 subset in mice with GvHD. The reduced number of NKTp cells in the thymus and recent thymic iNKT emigrants in the periphery is likely the main cause for the delayed iNKT reconstitution. We further showed impaired NKT1 differentiation in the thymus of GvHD mice at previously unappreciated CD44^int/hi^CCR7^lo/int^NK1.1^-^ precursor stages.

Mature thymic NK1.1^+^ NKT1 cells (ST3) have been shown to derive from NK1.1^-^NKTp and NKT2-like cells (20, 21, 31–35). NKT1 precursors, however, are not well characterized even though T-bet^+^NK1.1^-^ cells have been detected in CD44^hi^ iNKT cells (29, 36). By excluding NK1.1^+^ ST3 and CD24^+^ ST0 iNKT cells, we were able to enrich and analyze ST1 and ST2 cells at higher resolution. We found three subpopulations of NK1.1^-^ NKT1 precursors (P3-P5) defined by the presence or absence of CXCR3, IL-17RB, and CD44, with gradual down-regulation of NKT2 signature (PLZF, PD-1), upregulation of NKT1 signature (T-bet and CD122), and acquiring tissue persistence features. Together with the late accumulation of the relatively mature subpopulation (P4) with CXCR3^+^IL-17RB^-^CD44^hi^CCR7^-^NK1.1^-^T-bet^hi^ phenotype in young mice, our data suggest that P4 is likely the immediate precursor of NK1.1^+^ NKT1 cells. Both P3 (CXCR3^+^IL-17RB^+^) and P5 (CXCR3^-^IL-17RB^-^CD44^hi^) subpopulations showed transitional phenotype between P2 (NKT2) and P4 and are likely early NKT1 precursors. The relationship between P3 and P5 subpopulations is not clear. This is consistent with the scRNA-seq analysis of NK1.1^-^ iNKT cells where multiple NKT1 precursor clusters (C3, C4, C6, C10) were also found. Based on RNA velocity analysis, the cells in these clusters all have precursors for more mature cluster C2. A clear precursor-progeny relationship, however, was not observed among these early precursor clusters. In addition, relatively more P3 cells were found at steady state while more P5 cells were found in mice receiving BMT or in *Pdcd5* ^-/-^ mice that have defective NKT1 differentiation (data not shown) (53). It suggests that both P3 and P5 iNKT cells may be able to mature into P4 cells. Collectively, the identification of these intermediate NK1.1^-^ precursors of NKT1 cells may facilitate a better understanding of the regulation of NKT1 development.

Lee, Y. J. et al. found that NK1.1^-^ iNKT cells contained terminally differentiated IL-4 producing NKT2 cells (CD4^+^PLZF^hi^CD44^hi^IL-17RB^+^NK1.1^-^), NKT17 cells (CD4^-^CD27^-^CD44^hi^CD122^-^) and the progenitors for NKT1 cells (undefined in NK1.1^-^ cells) (29). They showed that IL-4-producing NKT2 cells could not convert into NKT1 cells in the thymus. In the current study, the PLZF^hi^IL-17RB^+^CD122^-^ subpopulation defined either by scRNA-seq (C0 cluster) or by flow cytometry (P2 subpopulation) had mature NKT2 features including the highest levels of *IL4* transcripts and PD1 expression, and contained no progenitors for other subpopulations (RNA velocity analysis), roughly correlating with the IL-4 producing NKT2 cells reported by Lee (29). We further suggest several CD24^-^NK1.1^-^ subpopulations with NKT1 precursors. At the transcriptome level, the cluster C1 with little *Il4* transcript contained progenitor cells for both NKT2 (C0) and NKT1 (C2) subsets while clusters C3, C4, C6 and C10 had progenitors for NKT1 (C2, RNA velocity analysis). Thus, more direct investigation of precursor-progeny relationship *via* intrathymic injection of subpopulations such as P1 and P3/P5 is needed to validate their differentiation potential.

Antigen presentation and B7-CD28 interaction are essential in many aspects of thymic iNKT cell development, including positive selection before ST0, cell expansion, Egr2/PLZF upregulation, ST0-ST1 transition, and effector NKT subset differentiation and maturation (22, 36, 47, 49, 54, 55). However, how TCR and co-stimulatory signals drive iNKT cell differentiation is not completely clear (21, 25). For instance, mature effector iNKT cells have different levels of TCRs, Nur77, and PLZF that mirror TCR signaling, with NKT1 cells displaying the lowest while NKT2 cells the highest (49). The mice with hypo-morphic ZAP70 allele or Traf3ip3 deficiency showed weakened TCR-MEK/ERK signaling and a decrease in NKT2 but not NKT1 cells (56). In contrast, the mice with Shp1 deficiency that might lead to elevated TCR signaling showed an increase in NKT2 and NKT17 cells (21, 25). Thus, the upregulation of Egr2, PLZF, elevated proliferation, and glucose uptake in NKT1 precursors in GvHD thymi suggest that the strength of TCR and co-stimulatory signaling is higher than normal and may have a negative impact on NKT1 differentiation.

The location (cortex versus medulla) and antigen-presenting cell types that provide TCR and co-stimulatory signaling, the iNKT subsets (ST0/NKTp or intermediate subsets) that receive this signaling to promote effector iNKT differentiation are still under debate (21, 25, 49). The expression of CD1d, CD28, and CD28’s binding of CD80/CD86 on the surface of DP thymocytes have been reported to provide most of the required developmental signals to iNKT cells, including the maturation of NKT1 subset (22, 36). However, how NKT1 precursors recognize CD1d/lipid in the cortex while receiving IL-15 trans-presented by epithelial cells in the medulla is not clear. As a gradual down-regulation of TCR/CD28/CCR7 and upregulation of CD122 were observed in early and late NKT1 precursor subpopulations (CCR7^int/hi^ P3/P5 and CCR7^-^ P4), it is reasonable to think that TCR and cytokine signaling occur sequentially in different precursor subpopulations.

GvHD-induced thymic damage, including the reduction of DP thymocytes, TECs (mTECs in particular), and group 3 innate lymphoid cells, represents one of the major limitations for conventional and unconventional T cell reconstitution following allo-HSCT (13, 57). Alloreactive T cells together with inflammation are responsible for such kind of thymic injury. As the percentages of DP thymocytes and TECs in the current BMT model with GvHD were not reduced, likely due to the small number of splenic cells co-transferred with BM cells, the signals that drive positive selection and cytokines production/presentation required for iNKT differentiation may not be significantly altered. However, we found an increased number of F4/80^+^ macrophages with elevated expression of CD1d/CD80 in GvHD thymi. It has been reported that macrophage activation and differentiation induced by M-CSF, type I IFN, and IL-6 are associated with GvHD development (58). How macrophages affect T cell development under GvHD conditions is less clear. Under the steady-state condition, the macrophages in the medulla are the predominant cells that provide TCR signaling for NKT2 differentiation (49). Thus, the increased thymic macrophages and their elevated CD1d/CD80 expression in GvHD mice may contribute to the preferential differentiation of NKT2 cells and failure of down-regulation of PLZF, PD-1, and cell expansion in NKT1 precursors .

The cause for reduced NKTp and recent thymic iNKT emigrants in GvHD mice is less clear. Reduced proliferation and increased apoptosis at ST0 (**Figure 6A** and data not shown) may contribute to the substantial decrease in the number of NKTp cells. The expression of CD1d and co-stimulatory molecules in DP thymocytes are critical for positive selection, subsequent expansion, and ST0-ST1 transition. Thymic emigration of iNKT cells, however, is independent of TCR signaling (36). In mice with GvHD, the antigen-presenting DP thymocytes showed comparable CD1d/SLAMF1/SLAMF6 expression and elevated CD28/CD86 levels, ST0 iNKT cells displayed increased Egr2 expression, suggesting that TCR/co-stimulatory signaling during positive selection is not altered. Thus, other factors that contribute to the decreased expansion of ST0 cells and subsequent NKTp cells await further investigation.

The percentages of NKT1, NKT2, and NKT17 subsets have been found to be different in mice with different genetic background (59). In B6 mice, the dominant iNKT cell subset in the thymus is NKT1 cells and the percentages of NKT2 and NKT17 cells are few relative to those in BALB/c or FVB/N mice. We thus cannot exclude the possibility that the finding of defective NKT1 differentiation in the thymi of F1 mice with B6-derived donor cells is restricted to the genetic background. Whether NKT2 or even NKT17 cells have defective thymic development in other GvHD mouse models awaits further investigation. However, the TCR signaling strength, duration, and/or kinetics are involved in regulating iNKT subset differentiation in either B6 or BALB/c mice (20–23, 36, 47, 60), with higher signaling strength being necessary for NKT2 and NKT17 subsets development. Thus, the finding of enhanced Egr2 and PLZF expression, elevated proliferation and glucose uptake, indicators of elevated TCR signaling strength in NKT1 precursor cells in GvHD mice support the preferential differentiation of NKT2 subset.

Early recovery of donor-derived iNKT cells in the recipients and/or adoptive transfer of iNKT cells into the recipients are clearly beneficial in reducing GvHD while retaining the GvL effect (2–10, 13–16). However, both human and murine iNKT cells are highly heterogeneous irrespective of the reconstitution *in vivo* or expansion *in vitro* (5, 9, 61). For instance, in human, IL-4-producing CD161^+^CD4^+^ iNKT cells suppressed T cell expansion, CD4^-^CD94^+^ iNKT cells with high cytotoxicity could destroy antigen-presenting cells in the recipients, HLA-II^+^CD161^-^ iNKT cells (mixture of CD4^+^ and CD4^-^ cells) that were more Th1 polarized but less cytotoxic correlated with exhaustion and GvHD (61). In mice, NKT2 and NKT17 cells modulate T cell activation while NKT1 cells have strong anti-tumor activity (10, 59). Whether murine NKT1 cells contain a cytotoxic subpopulation that induces the death of antigen-presenting cells and thus alleviating GvHD is not clear (59). Nevertheless, these results strongly indicate that the compositions of various iNKT cell subsets in addition to cell numbers are critical in promoting a healthy reconstitution in allo-HSCT. Our finding of preferential NKT2 differentiation and delayed NKT1 reconstitution in BMT mice with GvHD may thus inspire more detailed studies of the reconstitution of iNKT subpopulations in relation to various aspects of GvHD and their balance with GvL effect.

Taken together, these data defined NK1.1^-^ NKT1 precursor subpopulations at steady state and identified defects in the differentiation of these NKT1 precursor cells in haplo-BMT with GvHD. Elevated TCR and co-stimulatory signaling in DP thymocytes as well as macrophages may contribute to the failure of down-regulation of the NKT2 signature and upregulation of the NKT1 signature in these NKT1 precursors.

## Materials and methods

### Animals

C57BL/6 (CD45.1 and CD45.2) and BALB/c mice were purchased from Peking University. The animals were kept in a specific pathogen-free facility at Peking University (Beijing, China) and were housed at constant temperature (22-23˚C) with a 12/12h-light/dark cycle and optimal humidity. All animals were allowed to standard lab chow and water ad libitum. The experimental procedures for the use and care of the animals were approved by the Ethics Committee of Peking University (LA2018042). We confirm that all experiments were performed in accordance with relevant guidelines and regulations.

### Mouse model of graft-versus-host disease

F1 (H-2^b/d^, 8-10-week old) mice obtained from the breeding of C57BL/6J (B6, H-2^b^) and BALB/c (H-2^d^) mice were given lethal total body irradiation (10 Gy) as a split dose. T cell-depleted bone marrow cells (5 x 10 (6)) with or without splenic cells (2 x 10 (6)) collected from B6 mice (6-8-week old) were suspended in 200 μl PBS and intravenously injected into F1 recipient mice 4-6 hours after irradiation (62). T cell depletion was performed by magnetic-bead separation using MicroBeads and the autoMACS system (Miltenyi Biotec, Auburn, CA) with negative selection for the CD3 surface antigen. In this model, haplo-BMT recipients with splenic cells developed reproducible GvHD (BM + Spl) as assessed by survival, clinical score while those without splenic cells did not (BM only). GVHD scores were determined by the analysis of recipients’ weight, activity, skin, fur ruffling, and posture as described previously (63).

### Statistics

Statistical analysis was done using GraphPad Prism 8 software (San Diego, CA). Weekly average weight change and GvHD scores were evaluated by two-way analysis of variance (ANOVA) with Sidak’s *post-hoc* comparisons. For all other statistical analysis in this work, we used unpaired or two-tailed paired Student’s *t*-test to evaluate metrics between the study group and the control group. A p value of < 0.05 was considered statistically significant, with more significant values denoted by the number of symbols * < 0.05, ** < 0.01, *** < 0.001, and **** < 0.0001.

Other materials and methods can be found in supplemental materials

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GSE228645 (GEO).

## Ethics statement

The experimental procedures for the use and care of the animals were approved by the Ethics Committee of Peking University (LA2018042).

## Author contributions

QG, WZ, YW designed the research, performed research, analyzed data, and wrote the paper. WZ and YW contributed equally. XZ, JH, performed the research, helped with flow cytometry. KZ, HW, RJ contributed animals, critical reagents, and technical supports. XH, YC provided critical suggestions. All the authors reviewed the manuscript. All authors contributed to the article and approved the submitted version.

# Supplementary material for: Impaired thymic iNKT cell differentiation at early precursor stage in murine haploidentical bone marrow transplantation with GvHD
**Source:** Front Immunol. 2023 Aug 3;14:1203614. doi: 10.3389/fimmu.2023.1203614
**Supplement:** Supplementary file 1

Title: Impaired thymic NKT1 differentiation at early precursor stage in murine haploidentical bone marrow transplantation with chronic GvHD

Weijia Zhao^1,6^, Yujia Wang^1,6^, Xinwei Zhang^1^, Jie Hao^1^, Kunshan Zhang^2^, Xiaojun Huang^3^, Yingjun Chang^3^, Hounan Wu^4^*, Rong Jin^1^*, Qing Ge^1,5^*

**Supplemental materials and methods**

Antibodies and flow cytometry

For iNKT cell analysis, the samples obtained from thymus, spleen, and liver were mechanically disrupted. For stromal cell analysis, thymus tissue was digested with Collagenase D (1 mg/ml, Invitrogen) and DNase I (20 ng/ml, Roche) for 30 min at 37°C. The digestion was stopped by adding EDTA to a final concentration of 5 mM. Single-cell suspensions were prepared and stained with the following monoclonal antibodies purchased from BD Bioscience, BioLegend, or eBioscience: anti-TCRβ (clone H57-597), anti-CD24 (clone M1/69), anti-CD44 (clone IM7), anti-NK1.1 (clone PK136), anti-CXCR3 (clone CXCR3-173), anti-IL-17RB (clone 9B10), anti-Ly-6c (clone HK1.4), anti-Ly-49C/I (clone 14B11), anti-ICOS (clone 7E.17G9), anti-CCR7 (clone 4B12), anti-S1P1 (clone A750 MAB), anti-CD1d (clone 1B1), anti-CD3 (clone 145-2C11), anti-CD4 (clone GK1.5), anti-CD8 (clone 53-6.7), anti-CD122 (clone TM-b1), anti-CD138 (clone 281-2), anti-PD-1 (clone J43), anti-Qa2 (clone 695H1-9-9), anti-CD28 (clone 37.51), anti-CD80 (clone 16/10-A1), anti-CD86 (clone GL-1), anti-CD69 (clone H1.2F3), anti-CD11b (clone M1/70), anti-CD11c (clone N418), anti-F4/80 (clone BM8) and anti-Ly6G (clone 1A8), anti-PLZF (clone Mags.21F7), anti-RORγt (clone B2D), anti-T-bet (clone 4B10), anti-GATA3 (clone TWAJ), anti-Ki67 (clone 16A8), anti-Egr2 (clone Erongr2), anti-Granzyme B (clone GB11), anti-IL-4 (clone 11B11), anti-IFN-γ (clone XMG1.2), anti-pSTAT5 (clone Py694) and anti-pS6 (clone Ser235/236). PE-labeled or APC-labeled CD1d tetramers loaded with or without PBS57 were provided by the Tetramer Core Facility of the US National Institutes of Health. The cell surface staining was performed with 2% fetal bovine serum-containing PBS at 4°C for 30 min. The fixation and permeabilization by Foxp3/Transcription Factor Buffer Set and Intracellular Fixation & Permeabilization Buffer set (eBioscience) were used before staining of transcription factors. All samples were collected on a FACS Canto II Flow Cytometry (BD Biosciences), and data were analyzed with FlowJo software Version 10.6.2.

Activation of iNKT cells.

For *in vitro* activation, splenocytes or liver cells were stimulated with 100 ng/ml PMA (SIGMA), 1 μg/ml ionomycin (SIGMA), and 3 μg/ml BFA (eBioscience) for 5 h at 37°C in complete medium (RPMI 1640, 10% fetal bovine serum). After stimulation, the cells were stained with surface markers and intracellular cytokines. For in vivo activation, each mouse was administered 2 μg α-GalCer (Cayman) by intraveneous injection. Two hours later, the splenocytes and liver cells were isolated and incubated with BFA for 3 h at 37°C before cytokine detection.

Real-time PCR

The thymus tissue was immediately lysed in TRIzol for RNA preparation. cDNA was made using the FastQuant RT kit (TIANGEN Biotech). Real-time qPCR was performed and analyzed as previously described [44]. Expressed levels of target mRNAs were normalized with β-actin and calculated using the 2^–ΔΔCT^ method.

Primer sequences used:

*Il15*: forward, 5’-ACATCCATCTCGTGCTACTTGT-3’

reverse, 5’-GCCTCTGTTTTAGGGAGACCT-3’

*Il25*: forward, 5’-TATGAGTTGGACAGGGACTTGA-3’

reverse, 5’-TGGTAAAGTGGGACGGAGTTG-3’

*Il15ra*: forward, 5’-CCCACAGTTCCAAAATGACGA-3’

reverse, 5’-GCTGCCTTGATTTGATGTACCAG-3’

scRNA-seq library preparation

The thymic single-cell suspension obtained from WT (C57BL/6 mice without BMT), BM only (BMT F1 mice) and cGvHD (BMT F1 mice with BM + Spl) groups was acquired and enriched for CD8^-^ T cells by negative selection using anti-FITC Microbeads and the autoMACS system (Milteny Biotec). The cells with TCRβ^+^CD1d-tetramer^+^CD24^-^NK1.1^-^ phenotype were then sorted by FACS Arial Sorp (BD) and loaded (1,000 cells/µl, cell viability > 90%) onto the Chromium single cell controller (10x Genomics) to generate single-cell gel beads in the emulsion according to the manufacturer’s protocol. The Single Cell 3' Library and Gel Bead Kit (10x Genomics, 1000075), Single Cell 5' Library and Gel Bead Kit (10x Genomics, 1000006), and Single Cell V(D)J Enrichment Kit, Mouse T Cell (1000071) were used and the libraries were eventually sequenced using an Illumina Novaseq 6000 sequencer.

scRNA-seq data processing

The FASTQ sequenced files were aligned with the Mm10 mouse transcriptome using Cell Ranger (v3.1.0). 

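The headers of the deposited count tables name Cell Ranger 3.0.2 for the C57BL/6 library and 7.0.0 for both BMT libraries, and the former lists another set of genes than the latter. V segment genes of the T cell receptor alpha and beta chains took 0.00546% of the UMIs in the C57BL/6, 0.174% in the BM only and 0.202% in the BM + Spl library. Both 3′ and 5′ kits are named in the supplementary methods, without saying which library used which. Comparisons across the C57BL/6 and the BMT libraries therefore also compare software versions and gene lists, and possibly 3′ and 5′ kits. The clustering of all 3 libraries together carries the same limit. No ratio of expression between the C57BL/6 and the BMT libraries was computed here.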

Seurat (v4.0.2) was used to analyze the expression matrix of 3 samples. The following criteria was adopted to control the quality of the data. 

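The limits on genes remove empty or damaged droplets at the low end and droplets with more than 1 cell at the high end, and mitochondrial transcripts rise in damaged cells. In the deposited counts 12 BM only cells failed on mitochondrial UMIs, 2 on the upper and 2 on the lower limit of genes. In BM + Spl 9 cells failed on mitochondrial UMIs, 1 on the upper and 6 on the lower limit. The highest number of genes in a cell was 7795 in the C57BL/6, 6310 in the BM only and 6131 in the BM + Spl library.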

Cells that expressed > 200 and < 6000 genes and the percentage to mitochondrial gene < 10. 

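Mean numbers of genes per passing cell were 3123.5 in the C57BL/6, 2011.5 in the BM only and 2387.9 in the BM + Spl library, and 2451.4 over the 15961 passing cells of all 3. Genes with at least 1 UMI in the cell were counted.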

A total of 4491, 4201, 2456 high-quality cells with average 32732 genes per cell were obtained from 3 samples for downstream analysis.

Batch correction

The NormalizeData function was used to remove the differences in sequencing depth across cells. The ScaleData function was used to eliminate batch effects caused by batch and mitochondrial gene expression. Then, the harmony (v0.1.0) package was used to reduce the batch effect.

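Harmony moves cells of different libraries toward shared cluster centres in the space of the principal components. It was written again here from the published algorithm, with theta 2, lambda 1, sigma 0.1, 100 soft clusters and at most 10 iterations. On simulated libraries with known cell types it raised the percentage of nearest cells that come from another library from 0.01 to 58.44, while nearest cells of another library had the same type in 90.3% of cases before and 99.97% after. Every simulated library held every type, so merging of types that a library lacks could not be seen. In the data, clusters 3 and 5 held 236 and 246.5 CPM of Zbtb16 in C57BL/6, but 13.5 and 3.46 CPM in BM only. These clusters therefore joined unlike cells.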

Clustering and Annotation

The RunPCA method was used for dimensionality reduction, and the 1-20 principal components were selected for downstream analysis. 

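At resolution 0.6 the 17 clusters of the 15961 passing cells ranged from cluster 0, with 1277 cells of C57BL/6, 821 of BM only and 1206 of BM + Spl, to cluster 16, with 0, 61 and 38 cells. Clusters 9, 14, 15 and 16 came almost entirely from the BMT libraries, with 8, 3, 2 and 0 C57BL/6 cells. The number of clusters was 20 with 30 principal components, 20 without Harmony, 18 with anchor integration in place of Harmony and 16 without the reported genes.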

Thirteen clusters were obtained at resolution 0.6 by FindNeighbors and FindClusters functions. The RunUMAP function was performed to obtain bidimensional coordinates for clusters. Based on normalized data, differentially expressed genes (DEGs) were identified by FindMarkers or FindAllMarkers function. We further annotated 13 clusters using CellCycleScoring function. Gene Set Enrichment Analysis (GSEA) was performed by using the R package clusterProfiler.

scTCR-seq Analysis

We evaluated the quality of TCR sequenced reads using FastQC, and then aligned the FASTQ sequenced files with the refdata-cellranger-vdj-GRCm38-alts-ensembl-4.0.0 using Cell Ranger VDJ function. Load the filtered_contig_Annotations files of the 3 samples into R, and merge the TCR data of the 3 samples through combineTCR function. Then, we combined the scRNA-seq object with the scTCR-seq data using combineExpression function of scRepertoire (v1.3.4). In order to categorize the frequency of clone types, it was divided into 5 levels [Large (20 < X ≤ 100), Medium (5 < X ≤ 20), Small (1 < X ≤ 5), Single (0 < X ≤ 1), and NA]. Then, we analyzed the differences of TCR clones between clusters and samples.

Pseudotime trajectory inference

Pseudotime trajectory analysis of clusters was generated with Monocle (v2.18.0). The newCellDataSet function (lowerDetectionLimit = 0.5, expressionFamily = negbinomial.size) was used to build the object. Then, we constructed developmental trajectory and visualized dimensionality reduction based on the highly variable genes obtained by the VariableFeatures function, which is identified by Seurat (v4.0.2).

SCENIC analysis

The R packages SCENIC (v1.2.4) were used to infer transcription factor regulatory networks with default parameters. In detail, the co-expression modules were identified through cisTarget databases (mm9-500bp-upstream-7species.mc9nr.feather, mm9-tss-centered-10kb-7species.mc9nr.feather). We first infer regulons on all 11148 cells. Then, the AUCell package (v1.12.0) was used to score the activity of each group of regulons in every single cell.

RNA velocity analysis

Velocyto program was used to perform RNA velocity analysis. We first used velocyto.py to obtain loom files with annotated spliced and unspliced reads of cells. We then performed the following analysis using the velocyto.R pipeline. The gene.relative.velocity.estimates function was used to infer RNA velocity of each cell. The RNA velocity was then projected onto a UMAP dimension reduction diagram, indicating its likely differentiation status by the direction and length of the arrow.

**Supplemental Figure Legend**

Figure S1 Successful establishment of cGvHD and reduced thymic/peripheral iNKT cells in Haplo-BMT mice receiving splenic cells. (A) Comparison of cGvHD score, survival of mice, and body weight between mice with BM only and those with BM + Spl. Two-way ANOVA with Sidak’s post-hoc comparisons was used for statistical analysis. (B) Comparison of the numbers of total thymocytes and the ratios of various thymocyte subsets. The mice with BM + Spl had significantly reduced total thymocytes but the frequencies of DP thymocytes were similar between the two groups. (C) Representative hematoxylin/eosin staining of the thymi obtained from the experimental groups of BM only and BM + Spl after 9 weeks of haplo-BMT. (D) Flow cytometry analysis of iNKT cells in the thymus, spleen, and liver of mice with BM only and those with BM + Spl after 13 weeks of haplo-BMT. (E-F) Flow cytometry analysis of CD44 and NK1.1 expression in iNKT cells in the spleen (E) and liver (F) of mice with BM only and those with BM + Spl after 9 and 13 weeks of haplo-BMT. The percentage and number of CD44^+^NK1.1^-^ and CD44^+^NK1.1^+^ cells were compared. (G) Flow cytometry analysis of donor-derived (CD45.1^+^) and recipient-derived (CD45.1^-^) iNKT cells in the thymus, spleen, and liver 9 weeks after haplo-BMT. (H) Flow cytometry analysis of thymic iNKT cells at various stages in mice with BM only and those with BM + Spl at 13 weeks after haplo-BMT. Data are representative of at least 3 independent experiments. Student’s *t* test was used for statistical analysis. * *P* < 0.05, ** *P* < 0.01, *** *P* < 0.001, ns, not significant.

Figure S2 scRNA-seq analysis of thymic CD1d-tet^+^TCRβ^+^CD24^-^NK1.1^-^ iNKT cells obtained from 8-week-old C57BL/6 mice. (A) PC elbow plot depicting standard deviation of the top 50 principal components. (B) Heatmaps showing expression of 10 most variably expressed genes within clusters C0-C12. (C) UMAP plots with color code displaying indicated gene expression (gray for low and purple for high expression). (D) Violin plots showing cell cycle gene expression changes (reported as normalized G2M and S phase scores) across clusters. (E) Comparison the CDR3 length of TCRβ chain in iNKT cells between BMT mice with BM only and BM + Spl. (F) GSEA analysis of iNKT cell clusters C3, C4, and C6. NES, normalized enrichment score.

How the deposited data were processed for this re-analysis (not part of the article)

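The authors sequenced thymic TCRβ+CD1d-tet+CD24−NK1.1− cells in 3 droplet libraries, 1 each of C57BL/6 mice without BMT, of BMT mice with BM only and of BMT mice with BM + Spl. They aligned reads to the mm10 transcriptome with Cell Ranger and deposited the UMI count of each gene in each called cell, without normalization or filter on cells. The paper states another version of Cell Ranger than the table headers name. Cells, UMIs and depth are given with the data of each experiment. Since each condition has 1 library, no test was run, and every interval covers counting error only.

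Cells were kept with over 200 and under 6000 genes and under 10% mitochondrial UMIs. Counts were log-normalized in Seurat 5.3.0 (R 4.3.3), 2000 variable genes were scaled with library and mitochondrial percentage regressed, and 20 principal components were corrected by Harmony, written again from its published algorithm because the package was not used here. Clusters were made at resolution 0.6. The paper used Seurat 4.0.2 and harmony 0.1.0. Other steps ran in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scanpy 1.11.5.

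The settings, the marker genes of the classes, the rule for the genes named in the text and the alternatives were fixed in advance. Of those alternatives 13 were run and the removal of doublets called by Scrublet was not, and 4 were added after values had been seen. The alternatives changed the principal components, the resolution, the integration, the variable genes, the filter, the depth of each cell, the assignment of cells, the cells compared and the scaling of counts. The named genes are those of the paper's text, some of which are not reported here, and, in each of NKT1-like cells and all cells, the 5 with the largest rise and the 5 with the largest fall past 1.5-fold among genes with at least 200 and 500 UMIs. A cluster took the name of the marker list leading in its cells. It stayed unnamed when a list of B cells, CD4+CD8+ thymocytes, regulatory T cells, erythroid cells or macrophages led, when fewer than 3 markers had 10 UMIs, or when its cells' median UMIs were under a set part of a library's median and no own marker was among its top 10 genes. The regulatory T cell list led in clusters 3, 5 and 11, that of CD4+CD8+ thymocytes in 8 and 9. The list of macrophages led in 14 and 16 and that of B cells in 15, and the erythroid list led in none. Cluster 10, in which the marker list of NKT0 cells led, stayed unnamed for its UMIs. This rule, the requirement of 3 cycling UMIs per thinned cell and the Katz interval of share ratios were own choices, and the rule for names was set after the leading genes of the clusters were seen.

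The median log2 ratio of CPM over a list was placed among 10000 random lists, each gene drawn from the 100 nearest in mean expression, and its interval came from 2000 Poisson redraws. Cells were thinned to 2700 UMIs where stated, which left out 15 cells of C57BL/6, 959 of BM only and 568 of BM + Spl. A fold against 0 counts is a bound computed with 3 counts. The lists of NK cytotoxicity, inflammatory response, glycolysis, the TCA cycle and dissociation stress were written from general knowledge of these processes, and the Reactome sets came with fgsea 1.28.0, where 122 of 153, 188 of 194 and 65 of 93 genes of the sets of TCA cycle and respiratory electron transport, amino acids and respiratory electron transport were found in the files.

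Doublets were kept, as the paper names no step for them. The automatic threshold of Scrublet, run in scanpy, marked 0.0677%, 0.0335% and 0.018% of the cells of the C57BL/6, BM only and BM + Spl libraries and was taken not to have worked, so the 6% with the highest scores were removed in an added alternative. V beta segments were called per cell at 80% of its V beta UMIs. Calling Trbv12-2 and Trbv13-2 as a single segment, and the intermediate cluster, were chosen after values had been seen.

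The calculations were tested on simulated counts of 9341 genes made from the BM only library, with 200 genes changed. The sign was right for 100% of the changed genes, the interval of the ratio held the true value for 95.1% of genes, and that of a ratio of shares for 94.2% of draws. Regulon activity, RNA velocity, clonotypes and pseudo-time were not analysed here.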

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

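The doublet scores were examined by a test chosen before its result. The depth of the clusters, the T cell transcripts, the V beta segments and the Xist and Y chromosome transcripts were examined by tests chosen after the patterns were seen. Rules for reading several tests of explanations, here or under the other observations, were changed after values had been seen.

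Clusters 9, 3 and 5 lie outside the named classes, and the paper's text names no cluster by the genes that lead them. Cluster 9, led by Siglech and Klk1, held 2.23% of BM only and 6.59% of BM + Spl cells, against 0.180% of C57BL/6 cells. T cell transcripts (7 genes) were lower in it than in NKT2-like cells by a median log2 ratio of −3.46 in BM only and −2.72 in BM + Spl, all 7 genes down in both. These falls argue against T cells as the bulk of cluster 9. Tyrobp, Irf8 and Tcf4 were also among its leading genes, and no list of dendritic cells was used for naming. Cells of another type that passed the sort are a candidate explanation. Of its BM only cells 12.0% and of its BM + Spl cells 13.9% were among the 6% with the highest doublet scores. The automatic threshold of Scrublet had marked only 2 cells of BM only and 1 of BM + Spl, so that its scores decide nothing for clusters 9, 3 and 5. The median UMIs of cluster 9 were 1.27 (1.198 to 1.44) and 1.09 (1.04 to 1.13) times those of the libraries, so that doublets stay open for this cluster. The list of 8 genes of CD4+CD8+ thymocytes scored highest among the lists used for naming, although no such list held the cluster's leading genes. A change in such cells in the thymus with GvHD stays open and untested.

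Cluster 3, led by Sostdc1, Nrn1, Penk and Lag3, held 4.62% of BM only and 14.1% of BM + Spl cells, and cluster 5, led by Klrg1 and Foxp3, held 8.24% and 8.12%. A list of 5 genes of regulatory T cells scored highest in both. The 6 V beta segments of iNKT cells took 35.6% and 38.8% of the V beta UMIs in cluster 3 and 38.9% and 38.5% in cluster 5, against 90.3% and 89.9% in NKT2-like cells. Zbtb16 was at 13.5 and 3.65 CPM in cluster 3 and 3.46 and 8.53 CPM in cluster 5. Of the BM + Spl cells of clusters 3 and 5, 2.68% and 4.44% were among the 6% with the highest doublet scores, and of the BM only cells 11.2% (7.76 to 15.6) and 4.88% (3.15 to 7.17). A doublet holds the UMIs of more than 1 cell, yet the median UMIs in BM only and BM + Spl were 0.939 (0.882 to 0.984) and 0.748 (0.7255 to 0.779) times those of the libraries in cluster 3, and 0.751 (0.720 to 0.785) and 0.670 (0.627 to 0.703) times in cluster 5, which argues against doublets as the whole cause of these clusters. Doublets as part of them stay open. T cells other than iNKT cells that passed the sort may explain both clusters in the BMT libraries. The C57BL/6 cells of clusters 3 and 5, 77 and 146 in number, were not part of this test. They held 236 CPM (205 to 271) and 246.5 CPM (223 to 272) of Zbtb16, with 2 and 0 Foxp3 UMIs. Whether GvHD raises the number of such cells, or the sort let more of them through, cannot be separated with 1 library each.

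In NKT1-like cells of BM + Spl, 67.3% of the cells with an assigned V beta segment carried a segment other than those of iNKT cells, against 5.43% in BM only. Cd4 rose from 23.4 to 142 CPM and Cd8a from 16.4 to 183 CPM in this class. T cells other than iNKT cells may therefore account for part of the expression differences there, as 32.7% of cells with a segment of iNKT cells in BM + Spl leaves a majority without. Selecting cells by the segment does not remove such cells, since 26.3 to 36.2% of the cells of clusters 3 and 5 in BM + Spl carried a segment of iNKT cells too. The NKT1 signature at −0.44 among the selected cells therefore leaves the explanation open. In the intermediate cluster, where 95.05% carried a segment of iNKT cells in BM + Spl, against 93.1% in BM only, a larger part of other T cells is argued against. The lower NKT1 signature there, at −3.42, was found and examined on the same data, and handling of the cells and the mix of sexes were not examined within this cluster, so that a biological cause stays an open hypothesis.

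The sex of the mice is not stated in the paper's text. Xist, the transcript of the inactive X chromosome, was at 98.6 CPM in NKT1-like cells of BM only beside 63.8 CPM of Y chromosome transcripts, while NKT2-like cells held 4.33 and 144.5 CPM. The C57BL/6 library held Xist and 0 Y chromosome UMIs. The log2 ratio of Xist to Y transcripts was higher in NKT1-like than in NKT2-like cells by 5.69 (5.15 to 6.24) in BM only and 3.83 (3.48 to 4.17) in BM + Spl, which argues against a pool of male and female mice with alike thymi. Clusters 9, 14, 15 and 16 of BM only held 2 Xist and 325 Y chromosome UMIs, or 0.815 CPM (0.0987 to 2.95) of Xist. In BM + Spl the same clusters held 50 Xist and 552 Y chromosome UMIs, or 12.4 CPM (9.18 to 16.3) of Xist, so that Xist was near absent there in BM only and not in BM + Spl. A candidate explanation is that cells made from the marrow graft carry a Y chromosome and part of the iNKT cells come from another source, such as cells of the recipient. The paper's Figure S1G reports donor origin for nearly all iNKT cells with GvHD, measured by another method, and free RNA between cells was not separated here. Xist made up 23.2% (18.3 to 28.8) of the Xist and Y chromosome UMIs in cluster 3 of BM only and 74.9% (71.95 to 77.8) in cluster 3 of BM + Spl. No explanation of that change was tested.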

How the results depend on the processing

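The tests of the share on thinned cells and of the sub-clusters were chosen before their results, whereas the denominator of named classes, both V beta settings and the doublet scores were chosen after the data had been seen. All values are log2 ratios, and where a value moved or changed sign the cause was not tested, apart from both changes of the scaling. As reported, the ratios were −1.59 for the NKT1-like share, 0.66 for the NKT2-like share, 0.75 for the cycling-like share, 0.34 for the NKT2 signature, −0.63 for the NKT1 signature, 0.24 for the glycolysis list, 2.24 for the C57BL/6 NKT2 genes and 5.82 for the C57BL/6 NKT1 genes.

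With 30 principal components the NKT1-like share at −1.44, the NKT2 signature at 1.21, the NKT1 signature at −0.89, the C57BL/6 NKT2 genes at 1.51 and the C57BL/6 NKT1 genes at 5.37 moved, and Zbtb16 at 1.05, Izumo1r at 1.21, Stat4 at −0.42 and Xcl1 at −0.075 changed sign. At resolution 0.3 the NKT1-like share at −1.34, the NKT2 signature at 1.19, the NKT1 signature at −0.96, the glycolysis list at 0.16, the C57BL/6 NKT2 genes at 1.44 and the C57BL/6 NKT1 genes at 5.28 moved, and Zbtb16 at 1.17, Izumo1r at 1.15, Stat4 at −0.48 and Xcl1 at −0.21 changed sign. At resolution 1.2 the NKT1-like share at −0.74, the NKT2 signature at 0.88, the NKT1 signature at −1.04, the C57BL/6 NKT2 genes at 1.71 and the C57BL/6 NKT1 genes at 5.56 moved, and Zbtb16 at 0.16, Izumo1r at 0.40 and Xcl1 at −0.15 changed sign. Without Harmony the NKT1-like share at −1.21, the NKT1 signature at −1.07, the glycolysis list at 0.61, the C57BL/6 NKT2 genes at 1.56 and the C57BL/6 NKT1 genes at 4.37 moved, and the NKT2-like share at −3.34, S1pr1 at −0.65 and Irf7 at −0.11 changed sign. With anchor integration in place of Harmony the NKT1-like share at −2.18, the NKT1 signature at −0.43 and the C57BL/6 NKT2 genes at 2.46 moved, and Stat4 at −0.014 changed sign. Without the reported genes among the variable genes the NKT1-like share at −1.30, the NKT2-like share at 0.49, the NKT2 signature at 1.25, the NKT1 signature at −1.07, the glycolysis list at 0.10, the C57BL/6 NKT2 genes at 1.34 and the C57BL/6 NKT1 genes at 5.27 moved, and Zbtb16 at 1.19, Izumo1r at 1.13, Stat4 at −0.65 and Xcl1 at −0.39 changed sign. With every cell thinned to 2700 UMIs the NKT1-like share at −1.75, the glycolysis list at 0.17 and the C57BL/6 NKT2 genes at 2.48 moved. With each thinned cell assigned on its own the NKT1-like share at −0.70, the NKT1 signature at −1.15, the C57BL/6 NKT2 genes at 1.25 and the C57BL/6 NKT1 genes at 4.28 moved, and Izumo1r at 0.44, Stat4 at −0.23 and Xcl1 at −0.80 changed sign. With cells of 1000 to 5000 genes and under 5% mitochondrial UMIs the cycling-like share at 0.57 and the C57BL/6 NKT1 genes at 5.60 moved, and Stat4 at −0.036 changed sign. Over all cells in place of NKT1-like cells the NKT1 signature at −1.44 and the glycolysis list at 0.19 moved, and Zbtb16 at 0.20, Izumo1r at 0.52, Stat4 at −0.49 and Xcl1 at −1.04 changed sign. With scaling by the median ratio the NKT1 signature at −0.69 and the glycolysis list at 0.17 moved, and Stat4 at −0.052 changed sign. Without mitochondrial, ribosomal protein and T cell receptor segment genes in the scaling Stat4 at −0.0013 changed sign. With the C57BL/6 library clustered alone the C57BL/6 NKT2 genes at 1.55 and the C57BL/6 NKT1 genes at 5.26 moved. Each change of the scaling shifts every ratio in NKT1-like cells by 1 amount, so that Stat4 changed sign there only because its ratio of 0.0097 (−0.16 to 0.18) lay near 0.

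Over the named classes the NKT1-like share at −1.25, the NKT2-like share at 1.00 and the cycling-like share at 1.10 moved. Among cells with a V beta segment of iNKT cells the NKT1-like share at −2.78, the NKT2-like share at 1.07, the cycling-like share at 1.19, the NKT2 signature at 0.86 and the NKT1 signature at −0.44 moved, and Zbtb16 at 0.86, Izumo1r at 0.59, Stat4 at −0.37 and Gzmc at −1.24 changed sign. When Trbv12-2 and Trbv13-2 were called apart the NKT1-like share at −2.67, the NKT2-like share at 1.11, the cycling-like share at 1.18, the NKT1 signature at −0.41 and the glycolysis list at 0.17 moved, and Zbtb16 at 0.52, Izumo1r at 0.53, Stat4 at −0.36 and Gzmc at −1.35 changed sign. Without the 6% of cells with the highest doublet scores the C57BL/6 NKT1 genes at 6.19 moved. Without the reported genes the NKT1-like class takes in a cluster of cells that were mostly interferon-like before, so its values cover more kinds of cells. Each segment was called apart at the start, and Trbv12-2 and Trbv13-2 were put together, as on the axis of Figure 4E, after those values had been seen. NKT1-like cells with a segment of iNKT cells were 93.3% in BM only and 28.45% in BM + Spl when the segments were called apart.

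Lower NKT1-like and higher cycling-like shares in BM + Spl kept their direction under every alternative run that gives these shares. The NKT2-like share did so except without Harmony. Changes of the scaling, the comparison over all cells and the C57BL/6 library clustered alone give no such share. The NKT2 signature was above 0 and the NKT1 signature below 0 as a median under each alternative that compares expression between the BMT libraries. Among NKT1-like cells with a Y chromosome transcript, however, the NKT1 signature was at 0.31 (0.02 to 0.45). Of the ratios that answer a comparison, 45 moved by less than their counting interval, 60 by more and 1 changed sign. Of the others, 197 stayed, 168 moved and 36 changed sign. The alternative that removes doublets called by Scrublet was not run, because its automatic threshold marked only 3, 2 and 1 cells of the C57BL/6, BM only and BM + Spl libraries. No paired analysis was possible because each condition has 1 library. The filter of 1000 to 5000 genes and 5% mitochondrial UMIs kept 468 of the C57BL/6 cells, against 4434, so its C57BL/6 values rest on few cells. Depth limits genes of low expression most: in NKT1-like cells Il17rb had 3 UMIs in BM only and 1 in BM + Spl, a log2 ratio of 0.03 (−5.68 to 3.67), and no difference was detectable at this depth.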

Differences from the paper's values

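Of the settings named here, the V beta ones, the restriction to the named classes and the doublet scores were chosen after the values had been seen.

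The filter kept 5557 cells of BM + Spl, against the paper's 2456. Of the alternatives set before the data were examined, the stricter filter of 1000 to 5000 genes kept 5325 and thinning left out 568 of the 5557 cells, and neither closed the gap, nor did removal of the 6% of cells with the highest doublet scores. The 3149 cells of the named classes and the 2586 cells with a V beta segment of iNKT cells, settings chosen after the values had been seen, lie within 1.5 times the paper's number. In BM only these settings held 4299 and 3665 cells. For BM only 5970 cells were kept, against the paper's 4201, which is less than 1.5 times as many, and 5503 under the stricter filter. The paper gives 3 numbers of cells in order without naming the libraries, and its results tie only the highest to the C57BL/6 mice. The mean number of genes per passing cell was 2451.4 over the 3 libraries, against the paper's 32732, and 2299.3 under the stricter filter. The paper's value is above the number of genes listed in any of the 3 count tables, so it cannot be a mean of genes per cell as computed here, and none of the alternatives set before the data were examined closed the gap. With 17 clusters against the paper's 13, resolution 0.3 gave 13.

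Of the 5 NKT2 signature genes that the paper reports as higher with GvHD in NKT1 and precursor clusters, 3 were higher in NKT1-like cells. Zbtb16 was at −0.72 and Izumo1r at −0.59. Both were above 0 with 30 principal components, at resolutions 0.3 and 1.2, without the reported genes among the variable genes and over all cells, and, in settings chosen after the values were seen, among cells with a V beta segment of iNKT cells, called together or apart. For Zbtb16 the interval included 0 at resolution 1.2 and with the segments called apart. Izumo1r was also above 0 with each thinned cell assigned on its own. Of the 5 NKT1 signature genes that it reports as lower, 3 were lower. Stat4 was at 0.0097, within counting error of 0, and Xcl1 at 0.51. Xcl1 was below 0 with 30 principal components, at resolutions 0.3 and 1.2, without the reported genes, with cells assigned on their own and over all cells. Stat4 was below 0 by more than counting error in those settings apart from resolution 1.2, as well as among cells with a V beta segment of iNKT cells called together. It was below 0 within counting error with the segments called apart, with anchor integration, with the stricter filter, and with median ratio scaling and scaling without mitochondrial, ribosomal protein and T cell receptor segment genes, each of which shifts every gene alike. Without the reported genes these directions hold for an NKT1-like class that takes in a cluster of mostly interferon-like cells, while in its largest cluster Zbtb16 was at −0.62 (−1.07 to −0.20), Izumo1r at −0.05 (−0.28 to 0.17), Stat4 at −0.08 (−0.27 to 0.10) and Xcl1 at 0.03 (−0.06 to 0.11). In interferon-like cells all 10 genes went the paper's way, although the make-up of that class differed between the libraries. Xist made up 49.2% of its Xist and Y chromosome UMIs in BM only and 20.1% in BM + Spl.

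The paper reports no difference in V beta usage, over cells with the invariant alpha chain. Over cells of all named classes with a segment of iNKT cells, Trbv12-2 or Trbv13-2 was at 49.0% in BM only and 43.4% in BM + Spl and Trbv29 at 18.9% and 22.2%, both beyond counting error, whereas within NKT2-like cells each of the segments lay within it.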

Other observations

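The tests of the share on thinned cells and by sex, and those of the NKT1 signature by sub-cluster and by sex, were chosen before their results. The tests of the denominator, of the V beta segments, of the cells left out by the paper and of stress genes were chosen after them. The rules for reading the values of several tests of explanations were changed after values had been seen. For the stress genes the lowest and highest cluster were picked after all had been seen below 0.

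The lower share of NKT1-like cells in BM + Spl was set against technical explanations. Other cell types that enlarge the denominator are argued against by −1.25 over the named classes. Naming changed by depth is argued against by −0.70 among thinned cells assigned on their own. A different mix of sexes is argued against by −2.20 among named-class cells with a Y chromosome transcript and −0.66 among those with Xist alone, although 48.0% of BM only and 37.95% of BM + Spl cells held neither. Other T cells are argued against by −2.78 over cells with a V beta segment of iNKT cells. A lower share of NKT1-like cells with GvHD stays open as a hypothesis. Klrb1c encodes NK1.1, by which cells were excluded in the sort. Over all cells Klrb1c was at 51.5 CPM in BM only and 5.98 CPM in BM + Spl. In NKT1-like cells it was at 135.6 and 24.5 CPM. Whether the sort excluded NK1.1+ cells alike was not tested for this share. Handling of the cells and differences between pools of mice, with 1 library each, were not tested for it either.

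For the NKT1 signature within NKT1-like cells, a changed mix of sub-clusters as the whole cause is argued against by −1.18 in 1 finer cluster, where all 5 genes fell (880 cells of BM only and 301 of BM + Spl), while other finer clusters were at −0.13 and −0.71 with 3 genes down and 2 up, and decide little. A mix of sexes could contribute, since the median was 0.31 among cells with a Y chromosome transcript and −0.79 among those with Xist alone, and the mix and a change within cells cannot be told apart with 89 and 199 such cells of BM + Spl.

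The 3149 cells of the named classes in BM + Spl are 1.28 times, and the 4299 in BM only 1.02 times, the numbers the paper gives at the matching place in its list. Whether the paper left out cells outside the iNKT classes cannot be told apart from other causes, since the numbers are tied to the libraries by their order alone.

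Dissociation stress genes (16 genes such as Fos, Jun and Hspa1b) had a median below 0 in each named class and in each of clusters 0 to 15, with medians from −1.02 in cluster 2 to −0.16 in cluster 3. Different handling of the cells before capture is a candidate explanation, and a biological difference in the activity of these genes stays open. The list was at −0.64 in NKT1-like cells.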
